# Two way workable microchanneled hydrogel suture to diagnose, treat and monitor the infarcted heart

**DOI:** 10.1038/s41467-024-45144-y

**Published:** 2024-01-29

**Authors:** Fangchao Xue, Shanlan Zhao, Hao Tian, Haoxiang Qin, Xiaochen Li, Zhao Jian, Jiahui Du, Yanzhao Li, Yanhong Wang, Lin Lin, Chen Liu, Yongning Shang, Lang He, Malcolm Xing, Wen Zeng

**Keywords:** Tissue engineering, Biomaterials, Biotechnology, Biomaterials, Materials for devices

## Abstract

During myocardial infarction, microcirculation disturbance in the ischemic area can cause necrosis and formation of fibrotic tissue, potentially leading to malignant arrhythmia and myocardial remodeling. Here, we report a microchanneled hydrogel suture for two-way signal communication, pumping drugs on demand, and cardiac repair. After myocardial infarction, our hydrogel suture monitors abnormal electrocardiogram through the mobile device and triggers nitric oxide on demand via the hydrogel sutures’ microchannels, thereby inhibiting inflammation, promoting microvascular remodeling, and improving the left ventricular ejection fraction in rats and minipigs by more than 60% and 50%, respectively. This work proposes a suture for bidirectional communication that acts as a cardio-patch to repair myocardial infarction, that remotely monitors the heart, and can deliver drugs on demand.

## Abstract (web summary)

Myocardial infarction can lead to malignant arrhythmia and myocardial remodeling. Here, the authors report a microchanneled hydrogel suture for two-way signal communication, pumping drugs on demand, and cardiac repair.

## Introduction

Our lives hinge on organs and tissues to work accurately around the clock. They may fail when damaged, and organ transplantation is needed. However, donor organ scarcity leads to the increasing demand for repairing and regeneration^1,2^. Heart disease is a leading cause of death and contributes a substantial burden to our society. Heart attack is unexpected but comes about instantly^3^. During myocardial infarction (MI), microcirculation disturbance in the ischemic area leads to tissue necrosis and fibrous tissue forming, leading to malignant arrhythmia and myocardial remodeling, affecting the function of the myocardium and reducing the quality of life of patients^4^.

The timely detection, feedback, and corresponding treatment of malignant events are still challenging. Myocardial patches with elasticity and injectability show substantial advances in evidence-based therapy to treat MI. However, surgical complex and adhesive-aided patches during injection complicate the aggregability in practice^5–7^. On the other hand, myocardial patches can preload with drugs or cells and slowly release cells or factors according to their design. But the cargo release from the patch is usually of unrepeatability and non-selectivity and inept handling of disease^8^. The monitoring and evaluation of disease prognosis usually rely on complex and expensive clinical instruments. Sensors that monitor tissue lesions in real-time and evaluate the effect of treatment, timely feedback, and intervention in adverse events after surgery or discharge are badly needed^9–11^. Current cardiac sensor devices can record the electrical activities of the heart, and the array of electrodes was used to realize myocardial electrical stimulation and drug release^12,13^. Notwithstanding those groundbreaking works, there are some concerns to be addressed. When the patches or sensors are implanted on a slippery and wet heart tissue surface, the in-situ stability is unmet under a dynamic beating environment^14^. Besides, the complex procedures in cardio patch electronics with myriad etching processes and involved semiconductive materials matter the functions when a long-term setup in the heart is needed^15^. Therefore, an economic cell-free material treatment with flexibility by conforming to the heart tissue, which conveys an integrated diagnostic-treatment-monitoring function along with drug release, is a necessity^16^.

In this work, inspired by the natural vasculature, based on its perfusible, tissue-wide distribution, and sense of vascular integrity, we reported a perfusible, multifunctional vascular-liked system, which is a microchanneled hydrogel suture (Fig. 1a). Recently, functional suture had enormous potential for real-time diagnosis, evaluation, and treatment of damaged organs and tissues along its wound closure task. These sutures can realize wireless sensing, drug elution, near-infrared light heat conversion, inhibition of bacterial breeding and sensing functions. However, although these sutures can provide flexible treatment schemes, their single function in monitoring the disease’s progress of deep tissues is still limited, and it is impossible to integrate multiple monitoring schemes and provide flexible treatment (Tables S1 and S2)^11,17–21^. Here, we named this multifunction hydrogel suture as diagnosis, treatment, and monitoring suture (DTMS), which can sense real-time signals of the anastomosed wound tissue after suturing and treating, monitoring on demand. DTMS is a microchanneled polyvinyl alcohol hydrogel suture with conductive polypyrrole (Ppy). Deprotonated PVA chains form a hydrogel with a low swelling rate and flexible elasticity through hydrogen bonds^22^. Due to its efficient conductivity and unique physical structure, DTMS were used both as receptors to receive motor or bioelectric signals, and as effectors for disease intervention. DTMS is connected with a micro pump for liquid input, then the sutures with microchannels can be used for tissue-programmed drug delivery. Therefore, we first verified the abundant potential of hydrogel sutures in tissue anastomosis on the skin, muscles, intestine, and blood vessels of rats. Then, in MI rats and mini pigs, DTMS continuously sensed electrophysiological changes in injured tissue on mobile phones and effectively reduced the area of necrotic tissue in myocardial infarction, saving the decline in cardiac function.

**Fig. 1:**
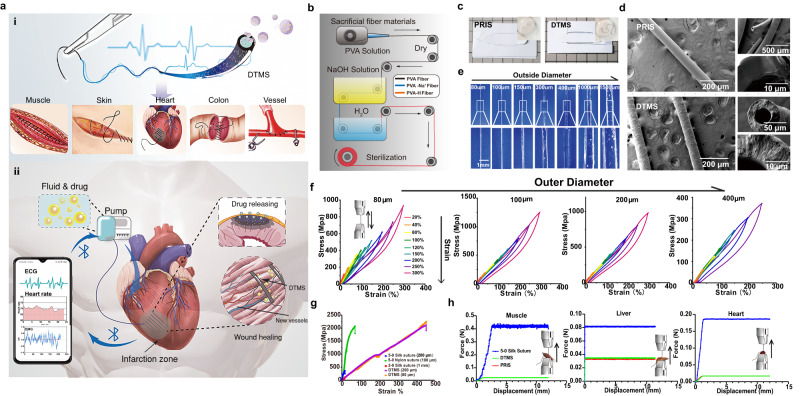
Concept design, preparation, and physical characterization of DTMS. **a** The diagnosis, treatment, and monitoring suture (DTMS) in the scheme for different tissues (i), DTMS conducting signals of infarcted hear and delivering drugs on demand (ii). **b** Manufacturing process of PVA hydrogel suture. **c** DTMS and PRIS (Primary Suture). **d** Scanning electron microscope (SEM) of DTMS and PRIS (Primary Suture), *n* = 4 independent replications with similar results. **e** Transparent PRIS with outer diameter (OD) of 80 μm, 150 μm, 300 μm, 400 μm, 1000 μm, 1.5 mm and inner diameter (ID) of 50 μm, 80 μm, 150 μm, 300 μm, 400 μm, 1000 μm. **f** Loading and unloading curve of DTMS with OD = 100,200 and 400 μm with the same ID of 80 μm. **g** Breaking strength of DTMS (ID = 50 μm, OD = 80 and 200 μm), silk suture® (diameter = 200 μm and 1 mm), nylon suture® (diameter = 100 μm) **h** Pulling resistance test of sutures from skeletal muscle, liver, and myocardium. (DTMS and PRIS with ID = 80 μm and OD = 200 μm), silk suture® (diameter = 200 μm).

## Results

### DTMS design

Considering that a suture’s primary requirements are strength and stability and biocompatibility, biocompatible polyvinyl alcohol (PVA) was selected. We deprotonated the polyvinyl alcohol hydroxyl group by the alkaline attack of the OH^-^ ions. A subsequent complexation between the O^-^ group and the free Na^+^ can promote the stretching and alignment of the PVA strands and form a crystalline domain^23^. Once in contact with the water, the hydrogen bond replaces the complex of the PVA chain, thus creating a crystal domain. Microcrystal formation and hydrogen bonds will expel water molecules, resulting in hydrogels with a low swelling and high strength^22^ (Fig. S1). By uniformly distributing 10% polypyrrole in PVA solution, hydrogel suture is endowed with conductivity^24^, here we named the PVA-hydrogel sutures as primary sutures (PRIS), and Ppy-PVA-hydrogel sutures as diagnosis-treatment-monitoring sutures (DTMS). The microchannel of DTMS demonstrated two-way workability for the delivery of drugs to even deep tissue and for remotely exporting the signal from tissue to outside mobile device. (Fig. 1a). Hydrogel sutures can be produced in a simple process (Fig. 1b). The DTMS and PRIS exhibited the same hydrogel and suture characteristics (Fig. 1c). In Fig. 1d, SEM showed that the PVA hydrogel sutures (PRIS) had a smooth, compact appearance, and hollow-microchannel structure. DTMS showed a mild roughness due to the addition of polypyrrole. Multi-scaled hydrogel sutures can be obtained by simply adjusting the mold in the production process, with a size (outer diameter, OD), for example, from 80 μm to 1.5 mm or even larger (Fig. 1e, Supplementary Movie 1).

### Mechanical properties of the PVA sutures

The strength of the suture is the key to ensuring that the tissue wound can be firmly closed. For sutures with OD 100–400 μm with ID = 80 μm, a cyclic stretching under a spectrum of strain from 20% to 300% was conducted. For the strain of 20% and 30%, the DTMS shows no hysteresis between loading and unloading, with linear elastic performance. Once the strain to 300%, we found dissipative energy increases, but it is still not obviously (Fig. 1f). Our suture can be designed to match soft tissues like the heart (tensile modulus ≈ 0.5 MPa)^25^, as well as tough connective tissue such as skin and muscles^26^.

The hydrogel suture can reach a significantly higher breakage strength than 2-0 and 5-0 silk sutures® and slightly higher than 5-0 nylon sutures® (*σ* = 2104.5 ± 131.2 MPa, *T* = 285.8 MJ m^−3^) (Fig. 1g). and the suture overcame the baffle of easy breakage of the commercial silk suture ® (Fig. S2). Furthermore, the hydrogel nature of the suture gives the advantage of low friction^27^. The surface roughness and friction can be markedly reduced so that the hydrogel sutures can smoothly penetrate skeletal muscle, cardiac muscle, and liver tissue without inducing damage (Fig. 1h, Figs. S3, S4)^28^. Finally, the cyclic stretching test showed that the hydrogel sutures have good elasticity and fatigue resistance (Fig. S5).

### Bidirectional perfusion functions of DTMS

The hydrogel sutures can be a fluidic channel to deliver agents via micropump, and the drug can quantitatively enter the damaged tissue in the body from the portable pump^29^ (Fig. 2a, b and Supplementary Movie 2). To deliver the agents with the potential existence of surgical knots, based on intermittent suturing, the agents were allowed to flow out of the preset orifice at one end by additional continuous suture, playing a role at the sutured site. Also, the hydrogel suture can be an extraction channel for monitoring biochemical indicators. We used commercial dynamic blood glucose meter to real-time monitor glucose levels in interstitial fluid extracted by DTMS, which was consistent with the blood glucose concentration of the peripheral blood (Fig. S6). The extraction of body fluid from the wound site provides a shortcut for early detection of infection and inflammation. Next, the drug diffusion experiment confirmed that the small molecule drugs could pass the pipeline barrier of hydrogel suture^30^ (Fig. S7). The permeability of the hydrogel makes it easier for the drug to enter the tissue.

**Fig. 2:**
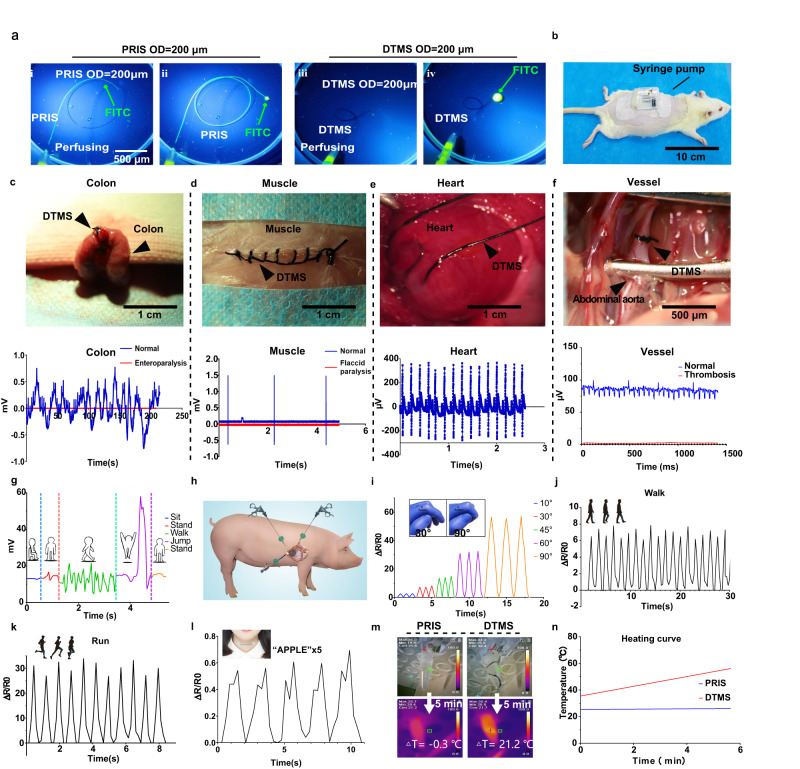
Multi-physical functions of DTMS. **a** Fluorescein 5-isothiocyanate (FITC) solution perfusion via PRIS and DTMS, OD = 200 μm, ID = 80 μm. **b** The micro pump connected DTMS on the rat. **c** DTMS and Bluetooth module sensing the electrophysiological waveform of intestinal peristalsis and detecting paralysis. **d** DTMS and Bluetooth module sensing in the skeletal muscle sensing the electromyography (EMG) of normal muscle and detecting soft paralysis. **e** DTMS and Bluetooth module in the myocardium for electrocardiogram (ECG) signal sensing. **f** DTMS in the rat abdominal aorta to monitor electrophysiological signals of vascular pulsation and detect vascular occlusion. **g** Body surface electromyography signals received by the Bluetooth module in different states. **h** Potential myocardial laparoscopic surgery using DTMS. **i**–**l** DTMS as a biomechanical sensor in joint movement figure curing **i**, walking **j**, running **k**, the vocal cords vibration **l**. **m** NIR photothermal experiment of DTMS and PRIS, **n** Heating curve of DTMS’s photothermal experiment.

### DTMS as a motion and bioelectric signal biosensor

Polypyrrole (PPy) gives DTMS impressive electrical conductivity (conductivity ≈ 1.47 S/cm) (Fig. S8), and DTMS can be used either for suturing or signal conducting. For normal and pathological conditions of multiple types of tissues and complex organs, DTMS can be used for tissue anastomosis and capturing tissue biological signals. The exposed conductive suture in anastomosed tissue could transmit electrical signals to the device, while the insulating PVA outer membrane and relatively fixed positions shields the DTMS from tissue and environment electromagnetic interference. For the rat skeletal muscle, the bioelectrical signals Bluetooth module recorded the EMG of the normal muscle motion and soft paralysis state (Fig. 2d). When the DTMS was applied to the colonic anastomosis, it detected the electrophysiological waveforms of bowel peristalsis and intestinal paralysis (Fig. 2c). ECG signals from the normal myocardium on the rat heart were also monitored (Fig. 2e). After anastomosis with the rat abdominal aortas, DTMS captured the electrical signal of the vascular fluctuations, which disappeared after the occlusion by thrombosis (Fig. 2f). The DTMS and bioelectrical signals Bluetooth module can remotely record the electromyography (EMG) resulting from the human motion and posture changes (Fig. 2g). As conductive elastomers, resistance-based strain sensing can reflect the state of stretch-compression motion state of hydrogel sutures. DTMS can detect the correct waveform in a single-axis tensile test (Fig. S9). In addition, DTMS is used to perceive body movements. Take example, the hydrogel suture sensed the curing of body joints, and speech recognition (Fig. 2i–l). It is worth noting that delivering drugs through another DTMS connected to the heart did not cause sensory drift, and the activities of the heart and muscles themselves did not significantly affect the monitoring of ECG signals (Fig. S10). Our suture also has the potential to integrate with the host through minimally invasive surgery (Fig. 2h).

### Force-induced luminescence effect of DTMS and photothermal conversion effect of DTMS

The ease of constructing the hydrogel sutures allowed us to enhance the function of the suture by adding additional components to the fabrication process. When constructing the hydrogel sutures, the hydrogel sutures can be endowed with force-luminescent properties by tentatively adding a ZnS:Cu of 10% mass fraction and making it evenly distributed inside the hydrogel suture (Fig. S11). The mechanical luminescence properties of ZnS:Cu have been extensively studied. Due to the bidirectional coupling effect between the piezoelectric properties and the photoexcitation properties of ZnS: Cu, the strain-induced piezoelectric potential plays an important role in bending or stretching the energy band structure within the DTMS, so as to control the process of optical excitation^31,32^. The force-luminescent hydrogel suture can emit intense fluorescence of different intensities under uniaxial stretching stimulation at different frequencies (Supplementary Movie 3). Furthermore, the photothermal conversion capacity of PPy gives the photothermal effect to DTMS. In vitro, the DTMS temperature increased to 55.4 °C after 5 min at 808 nm, and up to 45 °C after 5 min in vivo (Fig. S12, Fig. 2m, n). All results showed significant bacterial inhibition of DTMS hydrogel sutures compared to normal 5-0 and PVA hydrogel sutures for potential significant bacterial clearance of the sutures (Figs. S13, 14).

### DTMS monitoring and improving ventricular function

To evaluate the DTMS’s diagnosis-treatment-monitoring effect, we chose the acute myocardial infarction model (Fig. 3a). After assessing the biosafety and capability of DTMS (Figs. S15-16). The hydrogel suture was continuously sutured to the surface of the infarcted myocardium. And a nitric oxide (NO) donor drug, N-Acetyl-3-Nitrososulfanyl-Valine (SNAP)^33^, after determining that SNAP does not cause further oxidative damage in a reactive oxygen species environment(Fig. S17), SNAP was preloaded into a micropump on the body surface and delivered to treat MI-associated hypoxia and ischemia via our microchanneled suture. On day 30, the electrophysiology workstation was used to measure surface ECG signals of rats in each group, which is the most commonly used cardiac test in clinical practice (Fig. 3b). And the DTMS which connected to the Bluetooth module could still perceive the rat’s ECG signals. The ECG displayed on the mobile phone showed significantly S-T elevation in MI group. The trend was same as the body surface ECG collected from the electrophysiology workstation, showed the consistence of the two approaches. The sutures have the clinical potential of continuously monitoring the disease status and outcome (Fig. 3c, d, Supplementary Movie 4). Micro-CT and live fluorescence imaging presented that DTMS efficiently delivered the drug into the myocardium via microfluidic sutures. Our hydrogel suture could continuously release BSA-DIR for at least 15 days (Fig. 3e–g).

**Fig. 3:**
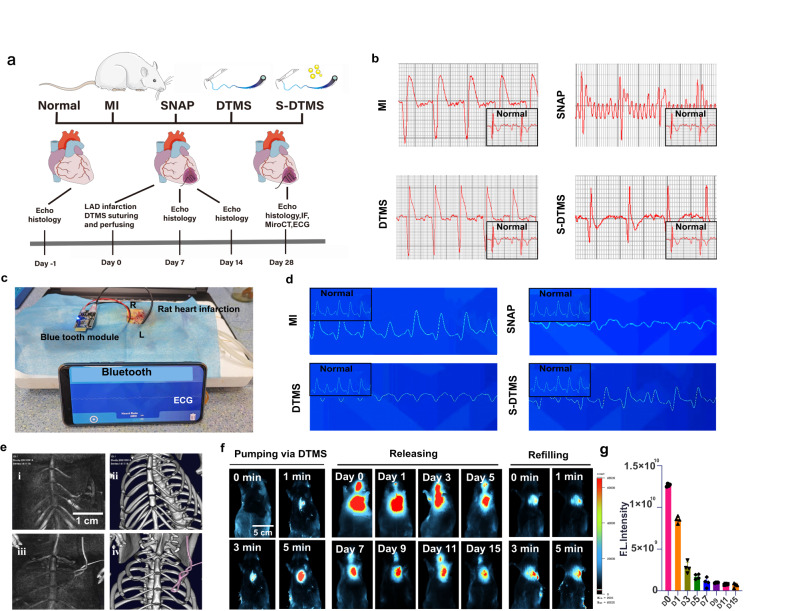
DTMS monitoring and intervening myocardial infarction (MI). **a** Scheme illustration: Normal group: normal rats; MI group: no intervention after MI; SNAP group: single SNAP treatment after MI; DTMS group: DTMS treated MI; S-DTMS group: SNAP and DTMS treated MI **b** Surface ECG signals of rats in each group measured by electrophysiology workstation after 1 month. **c, d** ECG signals of rats in each group remotely measured by DTMS and Bluetooth module after 1 month. **e** Micro-CT imaging of DTMS which passed through the chest wall and myocardial tissue, finally exited the body. (**i**) Soft tissue image prior to iohexol perfusion. (**ii**) High-density images prior to iohexol perfusion. (**iii**) Soft tissue image after iohexol perfusion. (**iv**) High-density images after iohexol perfusion. **f** Fluorescence imaging of BSA-DIR via DTMS by micro-pump on demand for two times (100 μL/min). **g** Quantification of average radiation efficiency micro-pumped DTMS perfusion. *N* = 4 biologically independent replicates. All values are presented as mean ± SD.

We then investigated DTMS’s therapeutic effects to improve myocardium after infarction via echocardiography (Fig. 4a). 50% higher survival in the S-DTMS group (DTMS + SNAP treatment) than in the MI group (Fig. 4b). After 1 month, the echocardiographic results showed that rats’ left ventricular function was saved in S-DTMS group. Left ventricular diastolic dysfunction (LVDd) and left ventricular systolic dimension (LVDs) was significantly prevented in S-DTMS group (Fig. 4c, d). The left heart ejection fraction (LVEF) tended to decrease slowly over time in the DTMS group (single DTMS treatment) (LVEF: 52.24 ± 7.40%) and SNAP group (single SNAP treatment) (LVEF: 44.01 ± 4.23%), and they were even lower in the MI group (LVEF:32.19 ± 5.82%). However, the S-DTMS group gradually rebounded with time (LVEF: 61.19 ± 6.30%). In the long term, compared with the MI group, the left ventricular function of rats in the S-DTMS group did not further deteriorate. The LVDD and LVDS, was significantly prevented in the S-DTMS group (LVDD: 7.59 ± 0.79 mm, LVDS: 3.22 ± 0.48 mm), compared to the MI group (LVDD: 16.8 ± 2.21 mm, LVDS: 5.49 ± 0.58 mm) at Day60 to Day90 (Fig. S18). The assessment of cardiomyocyte viability by positron emission computed tomography (PET-CT) showed that the standardized uptake values (SUV) were higher in the DTMS group (1.1 times) and S-DTMS group (1.5 times), compared to the MI group, showed more cardiomyocytes were rescued (Fig. 4g, h). We next evaluated the effect of DTMS on LV remodeling. The gross images, H&E staining, and Masson staining all showed S-DTMS group had the slightest fibrosis area (50% smaller than MI group) and thicker LV thickness (2.7 times of the MI group) (Fig. 4f, i, j). Meanwhile, the H&E staining and the smooth muscle also demonstrated that the SNAP group retained the functional cardiomyocytes (Fig. 4f). Compared with the myocardial infarction group, the group receiving our sutures reduced malignant complications such as abnormal movements in the later stages of myocardial infarction, effectively rescued dying cardiomyocytes, improved left ventricular remodeling, and improved the decline in cardiac function.

**Fig. 4:**
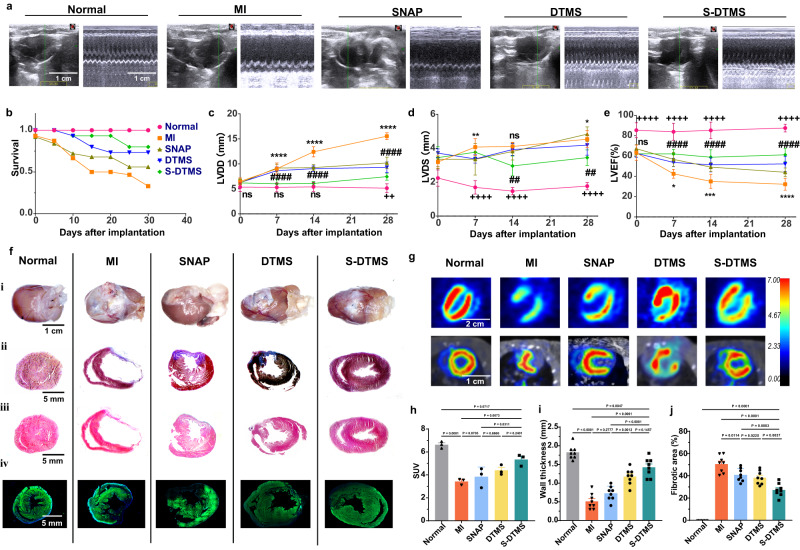
DTMS improving positively remodeling rat ventricle after MI. **a** 2D and M-mode echocardiography on day 28. **b** Survival rate of each group in 1 month. **c**–**e** Cardiac function of each group. Quantitative analysis of Left Ventricular Diastolic Dysfunction (LVDd) **c**, Left Ventricular Systolic Dimension (LVDs) **d**, and Left Heart Ejection Fraction (LVEF) **e** evaluated by echocardiography on days 0, 7, 14, 28. *N* = 5 biologically independent replicates. Two-way ANOVA with multiple comparison tests. All values are presented as mean ± SD. *####P* < 0.0001 *###P* < 0.001, *##P* < 0.01 and *#P* < 0.05, S-DTMS compared with MI group. ****P < 0.0001 and ***P < 0.001, **P < 0.01 and *P < 0.05, S-DTMS compared with DTMS group. *++++P* < 0.0001 and *+++P* < 0.001, *++P* < 0.01 and *+P* < 0.05, S-DTMS compared with Normal group. **f** (**i**) Gross images of the heart. (**ii**) Section Masson staining, (**iii**) Sliced H&E staining. (**iv**) a-SMA staining. **g** Positron emission computed tomography (PET-CT) images in cardiac long-axis and short axis on day 28. *N* = 3 biologically independent replicates. **h** Standardized uptake value (SUV) of cardiomyocytes. One-way ANOVA with multiple comparison tests. All values are presented as mean ± SD. *N* = 3 biologically independent replicates. **i**, **j** Quantitative analysis of left ventricular wall thickness **i** and myocardial fibrosis area **j** of rats after 1 month. **i**, **j** One-way ANOVA with multiple comparison tests. All values are presented as mean ± SD. *N* = 8 biologically independent replicates.

### DTMS induced reparative cell infiltration to promote tissue recovery

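Left ventricular wall was sequenced from 5 groups of male rats, namely Normal, MI without intervention, and infarcted hearts treated with an injection of SNAP, a nitric oxide donor, with the DTMS suture alone, or with the S-DTMS suture that carried SNAP. The paper places the sampling on day 7 after treatment, whereas the sample labels give 1 month, and the paper's time is used here. For each group 1 library was analysed here, while the legend of Fig. 5 gives 3 biologically independent replicates, and the paper's text does not say whether RNA of several rats was pooled. A difference between groups therefore has no replicate check, and no p-value was computed.

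The authors deposited the expression of 20646 genes as FPKM, that is, fragments per kilobase of gene relative to all fragments of the library, under rat Ensembl gene identifiers. The aligner, the counting program, the genome build and the annotation are not named in the paper's text. FPKM hides the depth, but the low values of a gene were whole multiples of what 1 fragment was worth, so that the fragments could be worked out from the values. Of 10910 genes tried, 99.9% had 5 values that were whole multiples of a single step. Requiring whole gene lengths then gave library totals of 17119257 fragments for Normal, 16785936 for MI, 17379225 for SNAP, 16731024 for DTMS and 17037939 for S-DTMS. The depth was thus nearly equal, from 0.977 to 1.02 times that of Normal. Between 99.1% and 99.3% of each total lay on the listed genes.

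A total of 13769 genes reached an FPKM of at least 1 in at least 1 of the 5 libraries, with a median of 324.8 fragments per gene and library. Differences are given as log2 changes of FPKM + 1, which understates the change of genes with low values. Since FPKM divides by the library total, a few abundant genes can shift all others. The 10 most abundant genes of a library held 17.1% of its fragments in Normal, 21.6% in MI, 23.4% in SNAP and 23.0% in DTMS, but 13.6% in S-DTMS. Each comparison was therefore also made after scaling by the median of ratios, which divides every library by its median ratio to the gene-wise geometric mean. The files do not pair the identifiers with gene names, so genes were not sorted by function.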

To further explore our suture’s therapeutic effects in post-infarction, we performed bulk RNA sequencing on rat myocardial tissue on day 7. 

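A gene was counted as changed when its log2 change was at least 1 in either direction, the fold-change limit in the paper's methods read as a log2 value. The q value that the paper also required needs replicates and was not computed. The MI library differed from the Normal library at 958 of 13769 genes, of which 305 were higher and 653 lower in MI. The SNAP library differed from MI at 871 genes, 319 higher and 552 lower. The DTMS library differed from MI at 640 genes, 201 higher and 439 lower. Counting error alone, simulated from the fragments of each pair of libraries, put on average 88.7, 83.6 and 82.9 genes past the same limit, in this order. The variation between rats is not part of these simulated numbers. The choice that raised the counts most was a pseudocount of 0.1 in place of 1, with which 1622, 1749 and 1306 genes passed.

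The median change of all genes was -0.12 for MI against Normal, -0.14 for SNAP against MI and -0.06 for DTMS against MI. Relative to this shift, 377 genes were higher and 484 lower in MI than in Normal, 396 were higher and 390 lower in SNAP than in MI, and 218 were higher and 394 lower in DTMS than in MI.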

The genes obtained from sequencing that are differentially expressed are shown in Fig. 5a. Through further clustering and analysis of these differentially expressed genes, we found that compared with the MI group, the expression levels of genes associated with inflammation and fibrosis processes decreased significantly, and the expression levels of genes related to angiogenesis highly expressed in SNAP group and S-DTMS group, and myocardial rhythm, actin filamentation, and cell activation noticeably increased in both DTMS group and S-DTMS group (Fig. S19). 

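Which changes the treated groups had in common can be counted without gene names. All 3 comparisons use the same MI library, whose own chance values make the treated libraries look alike. An approximation to the overlap from this sharing was therefore drawn 100 times. The deviations of each library were dealt at random to other genes of similar expression, and the number of changed genes was kept. The draws do not keep the spread of each gene. Genes that vary more than others of similar expression can thus lift an overlap above the draws without any treatment effect.

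Genes lower than in MI by a log2 change of at least 1 in SNAP, DTMS and S-DTMS together numbered 162, against 122.7 on average and at most 137 in the draws. Genes higher than in MI in both SNAP and S-DTMS numbered 177, against 142.8 on average and at most 161 in the draws. Genes higher than in MI in both DTMS and S-DTMS numbered 77, fewer than the 103.2 on average and the lowest value of 91 in the draws. After scaling by the median of ratios, the 3 overlaps were 145, 192 and 83 genes, and the averages in the draws were 114.3, 151.7 and 108.0. The draws describe these libraries and are not a test of the treatments, since each group has 1 library.

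The paper clusters its differentially expressed genes by function, not the shared genes counted here. Against MI, it states lower expression of genes linked to inflammation and fibrosis, and high expression of angiogenesis genes with SNAP and S-DTMS. For myocardial rhythm, actin filaments and cell activation, it states a rise with DTMS and S-DTMS. Which of the shared genes belong to these functions was not analysed here.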

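The S-DTMS library differed from the MI library at 2000 genes by a log2 change of at least 1, and from the DTMS library at 1944 genes. Counting error alone accounted for 88.3 and 86.4 genes on average. At a log2 change of at least 2, S-DTMS was higher than MI at 186 genes and lower at 120, and higher than DTMS at 179 genes and lower at 94.

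The balance between higher and lower genes depended on the scale. On FPKM as deposited, 1211 genes were higher and 789 lower in S-DTMS than in MI, and 1309 were higher and 635 lower in S-DTMS than in DTMS. However, all genes together were shifted, with a median change of 0.15 against MI and 0.25 against DTMS. Relative to this shift, 874 genes were higher and 1083 lower than in MI, and 725 were higher and 1031 lower than in DTMS. Scaling by the median of ratios gave 883 higher and 1007 lower genes against MI, and 785 higher and 973 lower genes against DTMS.

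Among genes with an FPKM of at least 10 in the MI or the S-DTMS library, the largest fall from MI to S-DTMS was that of ENSRNOG00000025757, whose FPKM was 2030 in MI and 33.1 in S-DTMS, a log2 change of -5.90. It was 45.8 in Normal, 714 in SNAP and 589 in DTMS. The next was ENSRNOG00000042018, with 193 fragments in MI, while it was listed at 0 in the other 4 libraries. The largest rise was that of ENSRNOG00000021029, from an FPKM of 3.31 in MI to 335 in S-DTMS, a log2 change of 6.28, with 58.3 in Normal, 22.9 in SNAP and 9.13 in DTMS. ENSRNOG00000015156 rose from 2 fragments in MI to 652 in S-DTMS, with 54 in Normal, 31 in SNAP and 4 in DTMS. The files do not pair these identifiers with gene names.

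**Figure D1:**
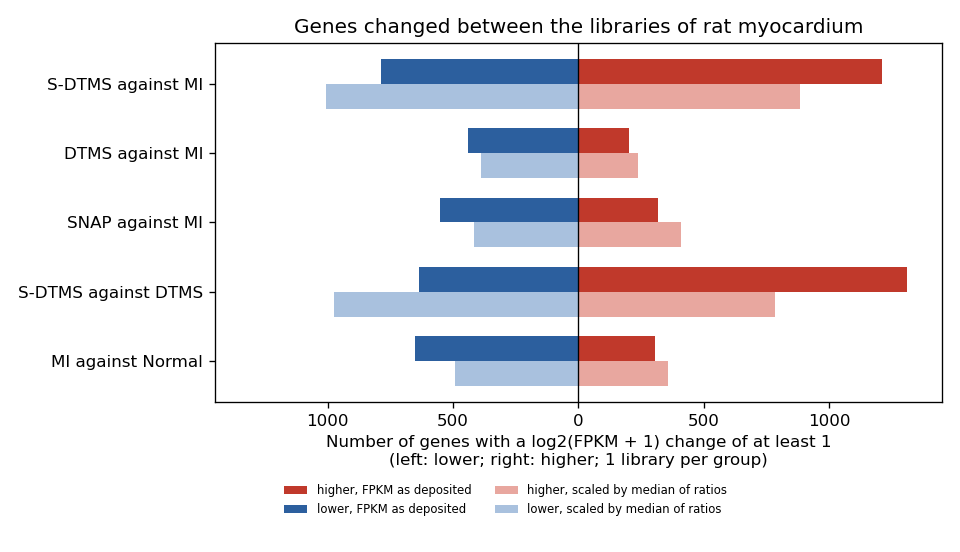
Numbers of genes with a log2(FPKM + 1) change of at least 1 in 5 comparisons of the rat libraries, with higher genes to the right and lower genes to the left. The upper bar of each pair uses FPKM as deposited and the lower bar uses FPKM scaled by the median of ratios. For S-DTMS against MI, the bars show 1211 higher and 789 lower genes as deposited and 883 higher and 1007 lower genes after scaling.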

The differential gene volcano map and bubble map analysis of each group also showed that the gene expression level associated with tissue repairing in the S-DTMS group was higher, while the expression associated with inflammation dropped (Fig. 5b). In the early inflammatory stage of the S-DTMS group, S-DTMS hydrogel suture treatment rescued ischemic and dying cardiomyocytes and alleviated cellular damage caused by stress and ischemia-reperfusion. In addition, we studied the number and distribution of M1 and M2 macrophages on day 7 (Fig. 5c–e). We found that there were much more M1 macrophages which associated with inflammation in the MI group (3 times more cells than SNAP group). More M2 macrophages, which associated with tissue repair was observed in the SNAP groups, DTMS groups, and S-DTMS groups, especially the S-DTMS group (13 times more cells than MI group). We then examined the inflammatory factor levels in rat tissue homogenates in the early stages of myocardial infarction. The results of IL-6 and TNF-α suggested that the S-DTMS group had lower levels of inflammation, compared to the MI groups, SNAP groups and DTMS groups (Fig. 5f, g). Finally, the immunofluorescence staining indicated that the fibrosis of the myocardial infarction area in the S-DTMS group was lighter than that in the MI group, and it had a larger area of surviving myocardial tissue (Fig. S20a-c).

**Fig. 5:**
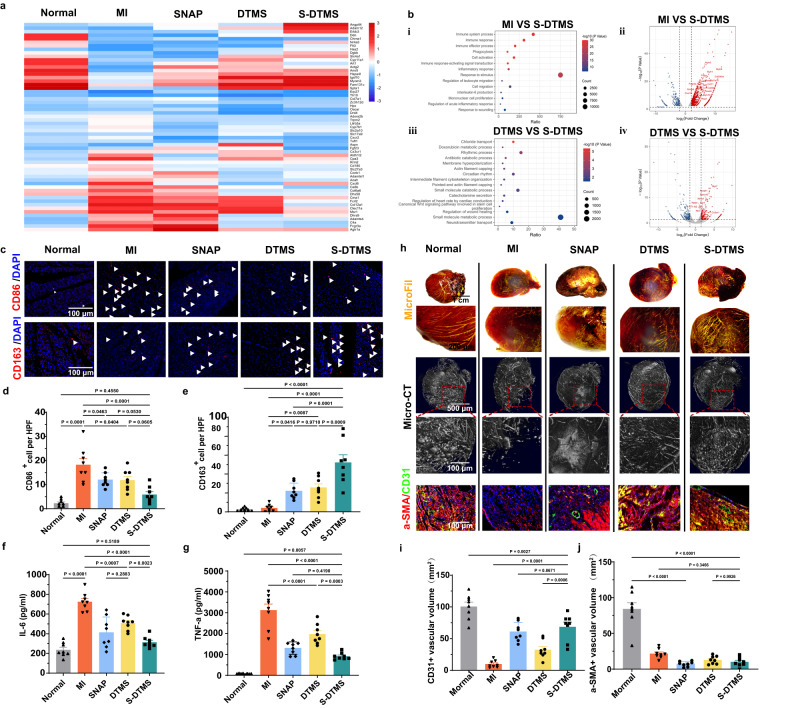
DTMS promoting angiogenesis and improving the blood supply of MI area. **a** Top differentially expressed gene heatmap of rats’ heart after 1 week with different treatments. (red, up-regulated; blue, down-regulated; *N* = 3 biologically independent replicates). **b** Transcriptome characteristics of infarcted tissue (i, iii): KEGG pathway enrichment analyze of different groups. (i) MI group vs S-DTMS group；(iii) DTMS group vs S-DTMS group. ii, iv: Top differentially expressed gene volcanic map of different groups. (ii) MI group vs S-DTMS group. (iv) DTMS group vs S-DTMS group.) *N* = 3 biologically independent replicates**. c** Macrophage immunofluorescence staining of myocardial tissue of the rat heart after 1-week treatment. The white arrows indicate the positive immunofluorescence staining macrophages. **d**, **e** Quantification of the CD86 ^+^ **d** and CD163 ^+^ **e** cells, one-way ANOVA with multiple comparison tests. All values are presented as mean ± SD. *N* = 8 biologically independent replicates. **f**, **g** Quantification of IL-6 **f**, TNF-a **g** in the myocardial tissue homogenates after 1 month. One-way ANOVA with multiple comparison tests. All values are presented as mean ± SD. *N* = 8 biologically independent replicates. **h** After 1 month, angiography and histological staining of the rat heart. From top to bottom: Overall and local features of the rat hearts’ coronary perfusion. Contrast-enhanced coronary artery micro-CT. α-SMA/CD31 immunofluorescence staining of myocardium after treatment for 1 month. **i** and **j** Quantitative analysis of the and CD31^+^ vessels **i**, α- SMA^+^ vessels **j**, one-way ANOVA with multiple comparison tests. All values are presented as mean ± SD. *N* = 8 biologically independent replicates.

### S-DTMS effectively promoting vascular regeneration

We evaluated angiogenesis by quantifying the regenerated capillaries versus myogenic arterioles after treatment. Both micro-fil casting and Micro-CT coronary angiography after 1 month showed higher capillary density in the DTMS groups, SNAP groups and especially S-DTMS groups (Fig. 5h). Notably, the vascularity in the S-DTMS group showed a trend of compensatory hyperplasia of the collateral circulation, and branched vessels covering the LV surface, which explaining the higher LVEF and near-normal myocardial tissue structure in the S-DTMS group. Immunofluorescence staining result showed that, compared with MI group (9.97 ± 6.10/mm^2^), the DTMS group (32.74 ± 13.78/mm^2^), SNAP group (60.75 ± 14.81/mm^2^) and the S-DTMS (68.94 ± 20.90/mm^2^) had a higher density of CD31^+^ capillaries, close to normal myocardial tissue (100.96 ± 19.71/mm^2^) (Fig. 5i, j). Capillary is beneficial for effective survival of myocardium and recovery of cardiac function. Interestingly, although the SNAP group had the most abundant capillary density, the muscular arterioles were less abundant than those in the MI and DTMS groups. This may be due to NO mainly inducing the budding and maturation of microvessels without inducing the proliferation of smooth muscle.

### S-DTMS improving cardiac function and ventricular remodeling after myocardial infarction in pigs

We further evaluated DTMS in the MI minipig model (Fig. 6a, b). After MI occurred, DTMS was surgically transplanted into injured myocardial tissue. SANP was pump into infarcted tissue by micropump and DTMS. One month later, our suture still could transform the S-T-segment-elevation ECG signal to the mobile phone via Bluetooth module (Fig. 6c, Supplementary Movie 5). Both MI and S-DTMS groups showed S-T elevation which is typical characteristic of MI. We used echocardiography to study the cardiac diastolic and systolic functions via (Fig. 6d). Left ventricular diastolic dysfunction (LVDd) and left ventricular systolic dimension (LVDs) showed almost two times dilation in the MI group (LVDd:6.74 ± 0.38 cm, LVDs:4.07 ± 0.29 cm) compared with the S-DTMS group (LVDd:3.35 ± 0.15 cm, LVDs:2.07 ± 0.17 cm) (Fig. 6e, f). The Left ventricular ejection fractions (LVEF) significantly decreased in the MI group (24.54 ± 6.30%); however, the S-DTMS group (49.67 ± 5.76%) was close to normal. Left ventricular fractional shortening (LVFs) suggests a decompensated status in the MI group (14.28 ± 5.21%) happened. But S-DTMS (LVFS:27.43 ± 3.63%) had noticeable improvement with our smart suture and drug delivery (Fig. 6g, h). Our DTMS led to less pathological ventricular remodeling and preserved systole and diastolic functions, and blood could be pumped out of the heart efficiently. Immunofluorescence in collagen I and III, α smooth muscle actin, and CD31 staining also supported this conclusion. The scar tissue in the MI group was 1.8 times wide and 2 times in a large area compared to the S-DTMS group (Fig. 6i–k). We found S-DTMS also promoted more blood vessel formation in pigs and reduced collagen I and collagen III deposition (Fig. 6l).

**Fig. 6:**
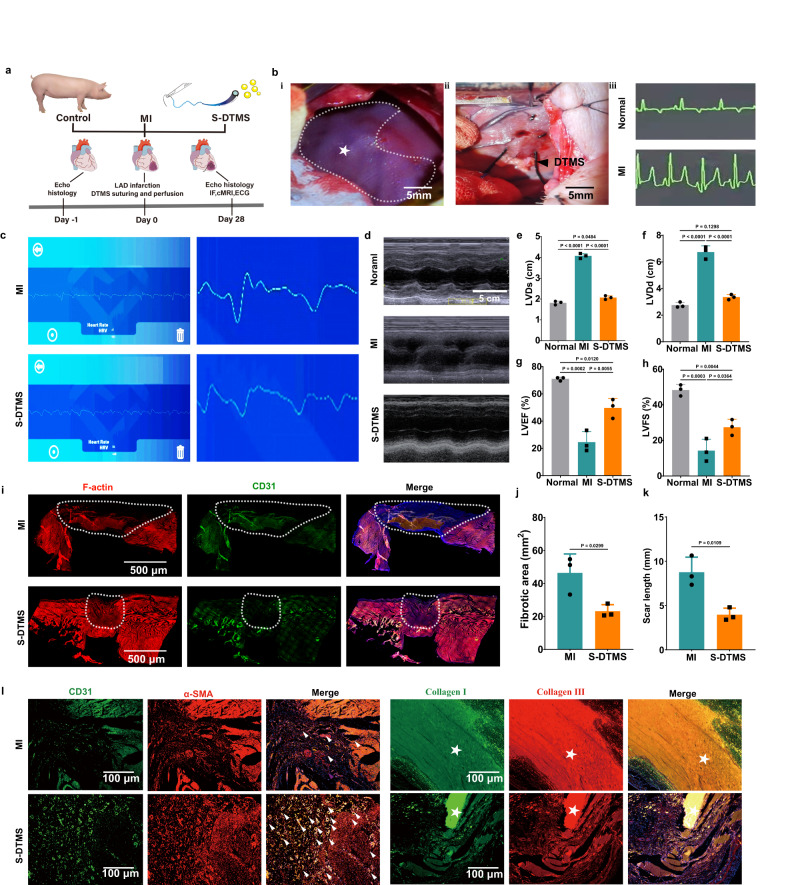
S-DTMS treating porcine myocardial infarction. **a** Scheme of the treatment of myocardial infarction in minipigs. **b** (**i**) Ligated the Left Anterior descending artery (LAD). (**ii**) The myocardium was ischemic and S-DTMS was sutured in the ischemic area. Differences in the ECG of pigs before and after ligation of LAD. *N* = 3 biologically independent replicates. **c** One month later, the ECG of pigs was measured by the Bluetooth ECG connected with the S-DTMS. *N* = 3 biologically independent replicates. **d** Representative images of M-mode ultrasound of pigs after one month. **e**–**h** After 1 month, LVDd **e**, LVDs **f**, LVEF **g**, and LVFS **h** of pigs were assessed by echocardiography. *N* = 3 biologically independent replicates. one-way ANOVA with multiple comparison tests. All values are presented as mean ± SD. **i** One month later, the myocardial tissue’s immunofluorescence staining of SNAP and MI group. From left to right, F-actin^+^ (red), CD31^+^ (green), merge. **j**, **k** Fibrosis coverage area **j** and absolute length of cardiac short axis scar. **k** Two-tailed unpaired Student’s t-test. All values are presented as mean ± SD. *N* = 3 biologically independent replicates. **k** After 1 month, immunofluorescence staining of myocardial tissue in SNAP and MI groups. CD31, α-SMA; Collagen I, CollagenIII. Arrows and asterisks, respectively indicate the areas and tissues with positive immunofluorescence staining. *N* = 3 biologically independent replicates.

We then applied cMRI to characterize the left ventricular tissue (Fig. 7a). We observed transmural MI happened extensively in the left ventricle in the MI group, which has a risk of heart rupture. In contrast, it didn’t show noticeably in the S-DTMS group. Late gadolinium enhancement (LGE) sequence showed that the contrast medium had a substantial decrease in the infarcted area of the MI group due to the loss of normal cellular structure in the scar area, compared with the S-DTMS group. A larger LGE-positive area in the MI group (1.9 times that of the S-DTMS group) suggested that the majority of cardiomyocytes were lost (Fig. 7d). We then used extracellular volume time-sharing (ECV) to calculate the volume range occupied by non-cardiomyocyte components in myocardial tissue, i.e., the proportion of the extracellular matrix. 74.14 ± 3.79% of ECV in the MI group had 1.5 folds of the S-DTMS group (48.34 ± 8.12%). It showed DTMS extenuated the deposition of extracellular matrix MI area by reducing fibrosis to alleviate the limitation of diastole and systole function of the heart (Fig. 7b, c). We also observed the ventricular wall thinning in the MI group with 0.48 times of the S-DTMS group (Fig. 7e, f). Further, we quantitatively evaluated segmental cardio tissue strain via cardiovascular magnetic resonance feature tracking technology (CMR-FT). All heart segments are divided and quantitatively tested according to AHA standards (Fig. 7g, FigS. 21-23). During a cardiac cycle, a time-series-based evaluation of myocardial segments suggested an overall decrease in radial and circumferential strain in the MI group (Fig. 7h, i). Peak strain parameters also supported this conclusion (Fig. 7j, k). The results of CMR-FT supported more severe cardiac adverse events in the MI group, while DTMS could reduce the risk of cardiac events.

**Fig. 7:**
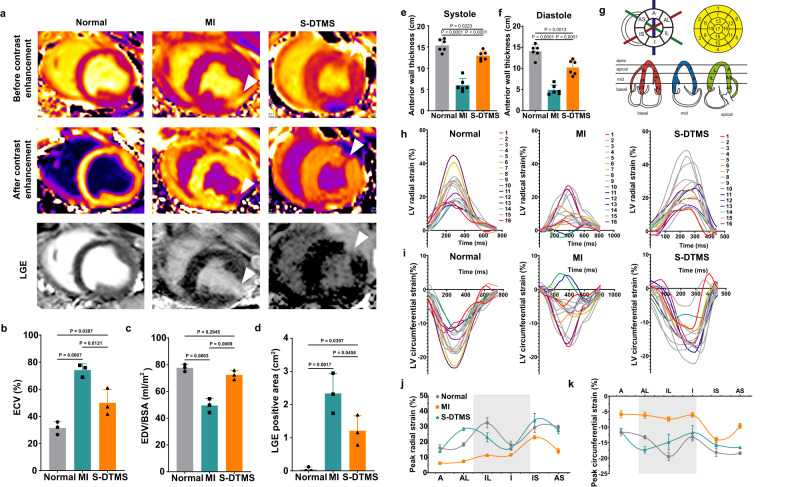
Evaluation of cardiac function after myocardial infarction in pigs by cMRI. **a** CMRI of pigs after 1 month. The mapping image of the pig heart before contrast enhancement, and the mapping image after contrast enhancement at the middle horizontal plane. Short axis myocardial delayed enhancement sequence (LGE). The arrow points to the infarct area. **b** Quantitative analysis of extracellular volume time-sharing. **c** Quantitative analysis of EDV/BSA. **d** Quantitative analysis of LGE positive area. **e, f** Systolic and diastolic LV wall thickness based on myocardial MRI imaging. **g** AHA cardiac segment grading criteria. **h**, **i** In the heart cycle, the radial **h** and circumferential strain (**i**) of all segments of the left ventricle. **j**, **k** Radial strain **j** and circumferential strain **k** peaks in different segments of the middle segment of the left ventricle. **b**–**f** One-way ANOVA with multiple comparison tests. All values are presented as mean ± SD. *N* = 3 biologically independent replicates.

## Discussion

Multifunctional cardio patches for MI are not able to conduct the integration of diagnosis-therapy-monitoring. Here, we report a microchanneled hydrogel suture for heart repair. The elasticity, low friction, and stiffness of the hydrogel sutures ensure that it can maintain good mechanical properties to adapt to the tension of the wound edema, and after the edema subsides, the original tension can be restored. Moderate elasticity avoids the potential risk of tissue ischemia and necrosis caused by sutures. At the same time, the micro-flow channel of the hydrogel suture also provides a two-way drug delivery and body fluid signal acquisition pathway. By easily adjusting the composition of the hydrogel sutures, the hydrogel is endowed with additional functions, such as photothermal effects and force luminescence. Thus, while the DTMS with microfluidic tract has capillary phenomena, the photothermal effect of DTMS provides a method to kill pathogens extensively based on physical methods, avoiding the potential risk of infection caused by DTMS allowing fluid flow through the tissue barrier. And force-induced luminescence hydrogel sutures can convert stress stimuli into an optical signal and can be used as potential novel sensors to detect life signals such as motion, respiration, and pulse^32,34^

Conductive hydrogels carrying microfluidic channels have tunable dimensions and biosafety, drug-controlled release, and sensors in the deep diseased tissue. In rats, DTMS sutures can detect the muscle action potential and identify intestinal paralysis, thrombosis, and myocardial infarction. The difference between DTMS and the components of biosensors such as patches is that DTMS can be precisely combined with the tissue, reducing the noise caused by large-area electrode patches, and avoiding signal interference caused by poor binding, and is more sensitive and accurately reflects the electrophysiological characteristics of the tissue. Good electrical conductivity and a wide range of application scenarios provide evidence that DTMS can be used as a hydrogel electrode with good biological affinity, with great monitoring and diagnostic potential for deep complex soft tissues and organs. As far as we know, this work is the first known application of drug-delivery sutures in the treatment of myocardial infarction. In both rat and porcine MI models, DTMS restored cardiac function by providing a favorable mechanical environment for the myocardium and delivered to accelerate the repair process^35,36^. Interestingly, although nitric oxide prodrugs N-Acetyl-3-Nitrososulfanyl-Valine (SNAP) have already been proved that it could treat MI via reducing the load on the ventricular muscles. The SNAP group did not significantly save the survival rate and heart function of MI rats. This may be related to its excessively short half-life. However, our results suggest that DTMS and the nitric oxide prodrugs can inhibit the inflammatory response and recruit repair-related macrophages in the early stages of trauma, reducing oxidative stress caused by inflammation and ischemia, and thereby promoting tissue recovery. In the pig myocardial infarction model, DTMS effectively reduced the area of transmural myocardial infarction and improved abnormal ventricular remodeling to save cardiac function. This indicates that DTMS plays a role in diagnosing, treating, and reducing the incidence of malignant cardiovascular complications in the treatment of cardiac ischemic diseases.

The DTMS can be compact and flexibly used to judge the occurrence and prognosis of the disease, and to deliver the drugs into the lesion timely and accurately. It has important significance for the diagnosis of the condition outcome after treatment.

## Methods

### Preparation of hydrogel sutures and conductive hydrogel sutures

The PVA (Alading, Mw-20,500, P119362-50g) (100 mg/ml) was dissolved in deionized water at 90°C, stirring at a constant speed until completely dissolved evenly into a transparent solution^22^. The hydrogel sutures and conductive hydrogel sutures are made in the same way (Polypyrrole (MACKLIN, P871996-5g) and the PVA solution mass are 1:9). The custom stepper motor enables the hydrogel to continuously and evenly cover the surface of different sizes of nylon fiber mold (outer diameter~ 50 μm, 100 μm, 200 μm, 300 μm, 1 mm, etc.). To avoid electromagnetic interference from the tissue environment, one end of the conductive suture was coated with a thin layer of insulating PVA hydrogel in the same way. After drying overnight at room temperature, the fully dried hydrogel was immersed in 6 mol of sodium hydroxide solution for 20 min. The hydrogels were subsequently transferred to ultrapure water and soaked overnight. Stretch the end of the hydrogel and the hydrogel was gently removed from the mold to become the hydrogel suture.

### Characterization of scanning electron microscope

After freeze-drying for 48 h, the hydrogel sutures were adhered to the surface of the conductive adhesive base for gold injection. Next, the hydrogel sutures and the conductive hydrogel sutures were subsequently characterized using a scanning electron microscope (ZEISS, Crossbeam 340).

### Mechanical properties

To test the mechanical properties of the sutures, we used a mechanical property tester (QT-6201S) for the stress-strain, fracture strength, and knot strength, and cyclic tensile tests. All the sutures including DTMS (ID = 50 μm, OD = 80 and 200 μm), silk suture® (diameter = 200 μm and 1 mm, JUNSHENG), nylon suture® (diameter = 100 μm, LINGQIAO) were cut into 2 cm segments and mounted to the fixture. The fixture performs uniaxial motion at a constant speed of 100/min. The nominal tensile strain (ε) was defined as the change in the length (Δl) divided by the original length (l_0_) of the specimen.

1 $${{{{{\rm{\varepsilon }}}}}}=\Delta {{{{{\rm{l}}}}}} \, / \, {{{{{{\rm{l}}}}}}}_{0}$$

The nominal stress (σ) was obtained by dividing the force (F) by the original cross-sectional area (A_0_) of the specimen:

2 $${{{{{\rm{\sigma }}}}}}={{{{{\rm{F}}}}}}/{{{{{{\rm{A}}}}}}}_{0}$$

The tensile strength and breaking elongation of the hydrogels were obtained from the stress-strain curves. The toughness (*T*, MJ m^-3^) of the hydrogel was calculated through integrating the area below the tensile stress-strain curve, and the calculation equation is as follows:

3 $${T}={\int }_{{\ \!\!\!\sum}=0}^ {\!\sum=\varepsilon b}{\sigma }_{b}{{{{{\rm{d}}}}}}\varepsilon$$

where *σ*_*b*_ and *εb* are the tensile strength and corresponding the fracture elongation, respectively.

The cyclic loading-unloading tensile test was performed at different strains (20%, 40%, 80%, 100%, 120%, 150%, 200%, 250%, and 300%,) to investigate the energy dissipated mechanism of the hydrogels. The dissipated energy (hysteresis, *U*_*hys*_) was calculated from the area of the hysteresis loop between the loading-unloading curves according to the following equation:

4 $${U}_{{hys}}=\int _{\varepsilon=0}^{\varepsilon={\varepsilon }_{x}}\left({\sigma }_{{load}}-{\sigma }_{{unload}}\right){{{{{\rm{d}}}}}}\varepsilon$$

The data was processed in GraphPad Prism8.

### Electrical conductivity test

Electrical conductivity was measured by two-probe method (Victor 4092 C), bias voltage over the range from -0.5 to 0.5 V was applied ends of DTMS (OD=100μm, ID=80μm, length=10 mm). Different concentrations of PPy (DTMS containing 1%, 5%, 10% PPy) was tested. All electrical conductivity values reflect the mean of at least five samples for each condition.

### Friction force test

The test of friction is to measure the tissue resistance using a mechanical property tester (QT-6201S). Tissues were fixed on the bottom fixture. All the suture (DTMS and PRIS with ID = 80 μm and OD = 200 μm), silk suture with diameter = 200 μm) passed through the tissue with the same depth and length. After the sutures passed horizontally through the heart muscle, skeletal muscle and liver of the rat, the sutures were fixed on the upper fixture. Then the upper fixture moved with a constant speed of 100 mm/min. The static friction and sliding friction between the tissue and the sutures was measured, and the data was processed in GraphPad Prism8.

### Suture tissue damage test

SD rats (Male, 230–250 g) were anesthetized and mechanically ventilated by inhalation of isoflurane (RWD, R510-22-10). The DTMS and 5-0 silk sutures were threaded through the rat’s back tissue and surgically knotted. After 7 days, the tissue was fixed and stained with HE, and the tissue homogenate was extracted and used for ELISA detection (Invitrogen, A43656; EMMPO).

### The perfusion function test of micro channeled hydrogel suture

In the in-vitro test, the microchannel of suture (OD = 200 μm, ID = 80 μm) was connected to the 1 ml syringe with 34 G needle, and the FITC solution perfused through the microfluidic channel of the suture. In the in vivo experiment, after the suture extended from the chest through the back skin, the microchannel of the suture was connected to the insulin injection pump (MICROTECH MEDICAL, HRN-S-60). So that the Iohexol (MACKLIN, I837876) could be delivered quantitatively to the sutured site. In order for the Iohexol solution could pass smoothly through the microfluidic channel with the suture knotted, on the basis of intermittent or continuous suturing, additional continuous suturing allow the microfluidic channel to maintain its integrity. Micropores are reserved at the ends of the sutures to allow fluid to pass smoothly under pressure.

In order to test the potential of DTMS to extract liquid, we used DTMS to anastomose the back tissue and connected one end of the DTMS to a clinical dynamic blood glucose meter (YvYue, GU200) to record 24 h glucose levels and peripheral blood glucose every 2 h (Contour Plus).

### Diffusion test

To mimic the tissue environment, we made the gelatin tissue and the sutures prefilled with red dye (1 cm long, 200 μm outer diameter and 80 μm inner diameter) were embedded into the gelatin. The area of dye diffusion in the gelatin tissue was recorded by camera, measured, and analyzed by imageJ.

### Preparation and characterization of force-luminescent sutures

Force luminescent sutures were made in the same way as DTMS sutures, 10% PVA solution to evenly covered the surface of the nylon fiber mold, after complete drying, the PDMS containing 10% ZnS:Cu (Molbase, 68611-70-1) solid powder was applied evenly to the outer membrane of the hydrogel^31^, after 60 °C crosslinking for 2 h, 10% PVA solution coated the surface again. After drying overnight, the hydrogel was immersed in 6 mol of sodium hydroxide solution (Aladdin, 1310-73-2) for 20 min. The hydrogels were subsequently transferred to ultrapure water and soaked overnight. They were slowly divesting the hydrogel off the nylon fiber surface to get the force-luminescent suture. The SEM characterization was the same as that for the PVA sutures. Mechanoluminescence properties are achieved by mechanical property tester (QT-6201S). For easy observation, we cut the suture with 1.5 mm outer diameter into 2 cm segments. The suture was fixed on the fixture and performed uniaxial cyclic stretching. (Strain: 0-100%; Frequencies: 0.5 Hz, 1 Hz, 5 Hz and 10 Hz).

### Characterization of the photothermal effect of hydrogel sutures

The photothermal effects of the sutures are characterized by infrared imaging. The thermal distribution of the heated sutures starting from room temperature was imaged with 808 nm infrared light and recorded by thermal imager. In vivo tests, after treating MI, DTMS elicited from the intercostal space and placed subcutaneously. The DMTS under skin was was warmed using 808 nm near-infrared light, the laser was 15 cm away from the skin, and the suture heat distribution was measured with a thermal imager (HIKMICRO, HM-TPH21Pro-3AQF).

The photothermal bactericidal ability of the sutures was evaluated in the same way. After being cultured, Staphylococcus aureus was transferred to EP tube, and was irradiated by 808 nm near-infrared light with PRIS, DTMS and 5-0 silk thread (distance: 15 cm, power: 3 W, time: 15 min). The thermal imager (HIKMICRO, HM-TPH21Pro-3AQF) records the temperature of all groups. Then, transfer the bacterial solution of each group to 96-well plate, continue to culture, and detect the value of OD600 at a fixed time.

### Biosafety evaluation

The biosafety of sutures was performed by incubation of human umbilical vein endothelial cells (HUVEC) and rat myocardial cell lines (H9C2) with hydrogel sutures in transwell chamber (6.5 mm diameter, Corning). After 48 hours co-incubated with sutures, cells were stained for live-dead cells with Calcein AM and propidium iodide (Dowobio, DW2065), and cell activity was examined by MTT (Invitrogen, V13154). The biosafety performance of SNAP was performed by treating SNAP and 100 μM hydrogen peroxide with rat myocardial cell line (H9C2) for 48 h, followed by detection of cell activity by the MTT assay. All the result analyzed by GraphPad Prism8.

### Animal experiments

SPF-grade SD rats (Male, 230-250 g) were purchased from the experimental animal center of the Third Military Medical University (license No. scxk (Yu) 2017-0002). Mini pigs (Male, 1 year old, 30-40 kg) were purchased from the experimental animal center of the Third Military Medical University (license No. scxk (Yu) 2017-0002). All rats were raised in a single cage in the SPF animal room, and all animal experiments were approved by the animal ethics committee of the Third Military Medical University (approval No.SYXK(Yu) 20170002 approval time: 2020.4.20). All experimental operations were performed in accordance with the guidelines for humane treatment of experimental animals.

### Evaluation of the DTMS’s sensor function

DTMS (length: 1 cm, outer diameter: 100 μm, Inner diameter: 80 μm; outer diameter: 200 μm, inner diameter: 100 μm; 400 μm, inner diameter: 200 μm) loaded on a mechanical property tester (QT-6201S). The fixture performed three kinds of steps (Sin, Square, Triangle), and the motion at a strain from 0 to 150%, while the resistance of the DTMS suture was measured using a digital oscilloscope (Tektronix, 2110-220)^7^. Human motion perception is realized by attaching DTMS to the fingers and knee joints and connecting the digital oscilloscope (Tektronix) to measure the resistance.

For body surface electromyography signals received by the Bluetooth module in different states. DTMS was pasted to the skin of quadriceps, and the DTMS connected with Bluetooth module (BMD 101). In a sitting, standing, walking, jumping and stationary state, the DTMS and Bluetooth module that remaining fixed with the skin receive EMG signals from the body surface. The electronic signal was recorded by computer and analyzed by GraphPad Prism8.

For animal’s surface and deep tissue of the physiological signal detection, after the rats (SD rats, male, 230–250 g) were inhalation isoflurane (RWD, R510-22-10) anesthetized. DTMS was anastomosed respectively on lower limb skeletal muscle muscles, colon and abdominal aorta and heart. To detect bioelectric signal, after tying the knotted and keeping DTMS in relatively stable, the endpoint of DTMS was connected with Bluetooth module (BMD 101). The electronic signal was recorded by computer and analyzed by GraphPad Prism8. To simulate the disease model of muscular soft paralysis, intestinal paralysis, and thrombosis, after recording the initial electrophysiological activity, we performed the lower limb sciatic nerve detachment, colon extrusion and friction, and clamping of the abdominal aorta.

### Rat myocardial infarction model and suture implantation

SD rats (Male, 230–250 g) were anesthetized and mechanically ventilated by inhalation of isoflurane (RWD, R510-22-10), and after opening the chest cavity, the LAD was ligated using an 8-0 polypropylene suture. At 2 h after LAD ligation, rats were randomized into MI, SNAP, DTMS and S-DTMS. For the Shank and SNAP group, DTMS was sutured continuously for 3–4 stitches to cover the infarcted area. One end of the suture extends under the skin of the back, attached to the insulin pump reservoir (MICROTECH MEDICAL, HRN-S-60). After suture implantation, the wound was closed and sterilized, and the shank group was injected with 300 μl of saline (SHIMEN, BR20500) through a reservoir and the S-DTMS group with 300 μl of 1 mM/ml SNAP solution through a reservoir. And the SNAP groups’ infarcted area was injected with 300 μl of 1 mM/ml SNAP solution. Penicillin sodium was administered intramuscularly once per day for 3 days.

### Echocardiographic evaluation of cardiac function in rats

Rats were inhalation-anesthetized with isoflurane at 0 d, 7 d, 14 d, 28 d, 60 d, and 90 d after MI and underwent transthoracic echocardiography of all groups using ultrasound (Esaote, MyLab™). The M mode tracking was recorded in the left ventricular long axis, measuring the percentage LVEF, already in the LVDd and LVDS, and measuring at least 3 cardiac cycles per image.

### The ECG examination for the rats

For the rats MI treatment and ECG detection, DTMS was implemented on the surface of the left ventricular wall. One of the endpoints of the suture was fixed on the heart’s surface, while another endpoint was expanded from the chest and connected with the Bluetooth module (BMD 101). One month later, rats from all groups were monitored by Bluetooth module, and the ECG signals were displayed on mobile device. The data were collected via ThingGear software and processed via GraphPad Prism9. To verify accuracy of the DTMS’s sensing signal, we measured the body surface ECG of rats using an electrophysiology station (iWorx RA 834). The data was collected via RM6240E-V2.5 and processed by GraphPad Prism9.

### PET and PET-CT imaging of the rat hearts

For PET imaging, rats were anesthetized and mechanically ventilated by inhalation of isoflurane, and 18F-FDG with 500 Ci was injected via tail vein injection, after 1 h later, rats were scanned using acquired images from the Trans-PET BioCaliburn 700 system. The PET images were processed using a 3DOSEM. Image analysis was performed in three axial, coronal, and sagittal directions using Carimas software.

### Histological evaluation

On day 0, day 7, and day 30, rats were euthanized and subsequently infused with PBS (Hyclone, SH30258.01). Finally, infused with 4% paraformaldehyde for 20 min and hearts were collected. Serial sections were performed at the ventricular short axis level after paraffin embedding. Paraffin sections were stained with Masson, HE, and the overall area was measured with ImageJ (v1.51) by the ratio of the inner perimeter of the scar region to the circumference of the inner circumference of overall LV wall, and we also measured the tissue thickness of the infarct region using imageJ. For immunofluorescence staining, paraffin sections from all groups at 7d and 30d were incubated overnight with rabbit anti-CD-31 (1: 500, Abcam, ab222783), mouse anti-α-SMA (1:300, Boster, BM0002); rabbit anti-CD-86 (1:300, Abcam, ab239075), mouse anti-CD-163 (1:300, Abcam, ab182422), washed twice in PBS, incubated with the corresponding secondary antibody (Alexa Fluor 488- and Alexa Fluor 568-conjugated antibodies (1:800, Invitrogen, A11001; 1:800, Invitrogen, A11004)) at 37 °C for 1 h, and nuclei were stained with anti-fluorescence quenching tablets (Boster) and sealed. Immunofluorescence-stained sections were visualized using a fluorescence microscope (ZEISS LSM 800), and blood vessel numbers, macrophages numbers, fiber thickness, and area were counted using the ImageJ. At least 3 visual fields were used per sample.

### Rat heart microcirculation perfusion and Micro-CT

Rats were anesthetized with 2% isoflurane and underwent left common carotid artery catheterization with a 22 G Teflon tube, and the tube orifice reached the level of the thoracic aortic sinus. After humanely euthanizing the rat, the coronary arteries were perfused with a pre-configured MicroFil (Flow Tech Inc, MV-122) molded contrast medium until they fully filled the coronary arteries and cardiac capillaries, the common carotid artery was ligated to prevent contrast outflow, and the anesthetized rats were euthanized. Rat carcasses were maintained at 4 °C overnight to facilitate contrast cross-linking, and subsequently enhanced contrast scanning of the rat cardiac microcirculation was performed using a micro-CT (Bruker micro-CT).

### In vivo fluorescence measurements

To verify the perfusable potential of the hydrogel suture microflux in the body, the BSA-DIR was pumped via DTMS’s microchannel and perfused to the rat’s heart surface (100 μL/min). On day 0, day 1, day 3, day 7, day 9, day 11, day 13, and day 15, rats were anesthetized with isoflurane, fluorescent images obtained. On day 15, the dye was re-perfused to verify the ability of DTMS to deliver the drug multiple times. After acquiring images, radiation efficiency was analyzed using automatic circular ROI.

### Bulk RNA sequencing

We extracted the left ventricular wall tissue a week after therapy. Total RNA was extracted, and RNA quality was detected. After constructing the general transcriptome library, sequencing was performed on the Illumina NovaSeq 6000 (Berry Genomics Corporation, Beijing, China). For differentially expressed gene (DEG) analysis, significantly changed genes were selected (fold-change, 1.0 with q value < 0.05) by edgeR v3.3.81. Kyoto Encyclopedia of Genes and Genomes (KEGG) functional enrichment (over representation) of DEGs was analyzed using a R package clusterProfiler v4.4.4.

### Porcine model of MI and hydrogel sutures implantation

Male minipigs (1 year old, 30–40 kg) were randomized into the normal, MI and S-DTMS groups. All pigs were kept in solitary for one month and monitored daily. Before surgery, pigs were intramuscular injected with 10 mg/kg ketamine hydrochloride (Sigma-Aldrich, N-036-1ML) and 1 mg/kg Xylazine Hydrochloride Injection anesthesia. After induction of anesthesia, the pigs were fixed supine on the operating table and ventilated by endotracheal intubation and maintained with 2% isoflurane. After changing the pig to the right lateral decubitus position, the thoracotomy was performed in the fourth and fifth rib spaces, and after expanding the surgical space using a rib opener, the pericardium was cut and suspended with a 5-0 suture to observe the LAD. An acute myocardial infarction model in pigs was constructed by sealing the LAD distal to the second diagonal branch start with a 5-0 polypropylene suture for 10 min, and after determining the surgical position. ECG, respiration, body temperature as well as oxygen saturation were monitored throughout the procedure. Intraoperative ST segment elevation was used as an indicator of acute myocardial infarction. After visual determination of the infarct range, based on the area of ischemic whitening, the infarct area was stitched continuously with a 1 mm diameter hydrogel suture, and the suture area did not exceed the ischemic area. After introducing the suture endpoints to the skin, connect the Bluetooth module (BMD101) and the insulin pump module respectively. After layer closure, myocardial electrophysiology was monitored using a mobile phone and controlled by pump injection of 1 ml of 10 micromolar solution of SNAP into the microfluidic channel. The postoperative procedures were followed with daily intramuscular antibiotics to restore the animals.

### Transthoracic echocardiography of minipigs

Transthoracic echocardiography was performed on small pigs before and 30 days after surgery using a machine (Esaote). For examining anesthetized small pigs in the left lateral horizontal position, dynamic images of LV were captured by transducer, recorded, and analyzed at the long axis level using (type of instrument) M ultrasound, recording LVDD, LVDS, FS, and EF.

### Magnetic resonance detection of minipigs

Cardiac magnetic resonance (CMR) imaging studies were carried out 1month after the induction of MI, using a 3.0-Tesla MRI scanner (Trio, Siemens Healthineers, Erlangen, Germany) equipped with a 12-element phased array surface coil. Shimming and center frequency adjustments were performed prior to CMR imaging to minimize off-resonance artifacts.

A breath-hold, retrospective, electrocardiogram (ECG)-gated balanced steady-state free-precision cine sequence (bSSFP) was used to obtain cine images, including the LV 2- and 4- chamber long-axis and short-axis stack covering the entire LV from base to apex. T1 mapping was performed at the basal, mid and apical slices of the left ventricular short axis using a modified Look-Locker Inversion Recovery (MOLLI) prototype sequence: 5(3)3 and 4(1)3(1)2 acquisition protocol was adopted for native and post-contrast T1-mapping, respectively. (bSSFP readout mode, field of view, 400 × 300 mm^2^; matrix, 256 × 166; TR/TE, 301.7/1.09 ms; flip angle, 35 degrees; and 6 mm thickness). Post-contrast T1-mapping and standard LGE imaging was performed 10 min after injection of a 0.2 mmol/kg bolus of gadoteric acid meglumine (Dotarem, Guerbet, BP7400, F95943, Roissy CdG Cedex, France). LGE imaging was performed with a phase-sensitive inversion recovery sequence (PSIR) with the following parameters: FOV 400 × 300 mm^2^, matrix 256 × 166, TR/TE 301.7/1.09 ms, flip angle 35 degrees, 6 mm thickness.

All the cine and T1 map images were analyzed offline using the cvi42 software (Circle Cardiovascular Imaging Inc., Calgary, Alberta, Canada). Endo- and epicardial contours on the cine images were manually traced to obtain the LV end-diastolic volume (EDV), end-systolic volume (ESV), stroke volume (SV), ejection fraction (EF), cardiac index (CI), and myocardial mass with papillary muscle included in the LV lumen. Myocardial feature tracking analysis was performed on the four-chamber long-axis cine images to acquire LV global longitudinal strain.

For ECV measurements, an ROI was manually selected within the infarcted myocardium and another ROI in the LV cavity to obtain myocardial and blood T1 values. The ECV was calculated from native and post-contrast T1 of myocardium and blood and HCT, using the published formula^37^. The ECV values of the remote myocardium were measured simultaneously as a reference.

### Morphological and histological analysis of the minipig samples

After the minipigs were euthanized, the heart was rapidly excised and fixed with 4% paraformaldehyde (Biosharp, BL539A). After 48 h, the hearts were sectioned from the base to the heart apex. After dewaxing the paraffin sections of pig hearts at 10 μm thickness, hematoxylin eosin and Masson staining was performed according to rat histological staining and immunofluorescence staining. For immunofluorescence, the sample antigen was repaired after dewaxing, treated with rabbit anti-CD-31 (1:500, Abcam, ab222783), mouse anti-α-SMA (1:300, Boster, BM0002); rabbit anti-collagen I (1:500, Abcam, ab138492), mouse anti-collagen III (1:500, Abcam, ab184993); 4 °C overnight, then washed with PBS for 3 times, incubated with secondary antibody (Alexa Fluor 488- and Alexa Fluor 568-conjugated antibodies (1:800, Invitrogen, A11001; 1:800, Invitrogen, A11004)) for 2 h at 37 °C, and sealed with anti-fluorescence quenched tablets containing DAPI. Pictures were observed and collected using a fluorescence microscope (ZEISS LSM 800).

### Statistical analysis

Results are provided as means ± the standard error. All data are from at least three (in vitro and in vivo) independent experiments. Comparisons between the two groups were performed using a two-tailed unpaired Student’s t-test. Multiple comparisons were performed using Ordinary one-way ANOVA and Tukey’s multiple comparisons test. All statistical tests were two-sided, and significance was assigned at *P*  <  0.05. All the data was statistically processed by GraphPad Prism9.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary MovieS1

Supplementary MovieS2

Supplementary MovieS3

Supplementary MovieS4

Supplementary MovieS5

Reporting Summary

### Source data

Source Data

## Data Availability

Source data are available for graphs plotted in Fig. 1–7 and Supplementary Figs. S1–23 and provided as a Source Data file. All raw sequencing data can be found at the NCBI Sequence Read Archive (accession number: GSE252825). All other data are available from the corresponding author upon request. Source data are provided with this paper.

# Supplementary material for: Two way workable microchanneled hydrogel suture to diagnose, treat and monitor the infarcted heart
**Source:** Nat Commun. 2024 Jan 29;15:864. doi: 10.1038/s41467-024-45144-y
**Supplement:** Supplementary file 1 — Supplementary Information

- 1
- 2
- 3
- 4
- 5
- 6
- 7
- 8
- 9
- 10
- 11
- 12
- 13
- 14
- 15
- 16
- 17
- 18
- 19
- 20
- 21
- 22
- 23
- 24
- 25
- 26
- 27

4

5  
6  
7  
8  
9  
10  
11  
12  
13  
14  
15  
16  
17  
18  
19  
20  
21  
22  
23  
24  
25  
26  
27

6  
7  
8  
9  
10  
11  
12  
13  
14  
15  
16  
17  
18  
19  
20  
21  
22  
23  
24  
25  
26  
27

Table S2

|                    | Suture design                                                                                                                                                                                          | mechanical property                           | Drug loading and release function                                                                                                                                                                    | Monitoring function                                                                                                                                                                                                | Application scenario           | Other functions                                                                      |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------|--------------------------------------------------------------------------------------|
| DRESS <sup>1</sup> | Polyurethane multifilament conductive fiber core embedded with Ag nanoparticles and poly (vinyl alcohol) (PVA)/poly (N-isopropylacrylamide) (PNIPAm) thermosensitive polymer shell containing drugs    | Diameter=600 μm, UTS=75 MPa                   | Yes. Only hydrophilic drugs can be released at a controlled time and rate by heating the thermosensitive PVA-PNIPAm shell                                                                            | No                                                                                                                                                                                                                 | Skin, Achilles tendon          | No                                                                                   |
| LATIS <sup>2</sup> | Incorporation of gold nanorods into collagen fibers                                                                                                                                                    | Diameter=70-99 μm, UTS= 5 - 6 Mpa             | No                                                                                                                                                                                                   | No                                                                                                                                                                                                                 | Skin                           | Promote skin wound healing and mechanical strength recovery through light activation |
| WiSe <sup>3</sup>  | Conductive polymer poly (3,4-ethylenedioxythiophene) - poly (styrene sulfonate) (PEDOT: PSS) functional medical grade multifilament suture and micro-electronic pledget for generating incident signal | Diameter=350-400 μm, 28% deformation =320 Mpa | No                                                                                                                                                                                                   | Yes. Monitoring the physical and chemical status of the deep surgical site through the capacitive sensor operated by radio frequency identification                                                                | Deep surgical wounds           | No                                                                                   |
| BSS <sup>4</sup>   | The core fiber is coated with three layers of silk fibroin mixed with different chemical and biological admixtures to form a multi-layer structure "core-shell"                                        | Diameter=120 μm, UTS =450 Mpa                 | Yes. The release rate of GM-CSF can be accurately controlled by customizing the biodegradation rate of silk shell, and the release rate of GM-CSF can also be accelerated by applying voltage to BSS | Yes. The silk protein coating is functionalized with carbon nanotube dopant, which makes the suture conductive and electrically resistant, and is used to measure the wound stress and monitor the healing process | Skin                           | Measure the tension of suture tissue and promote wound healing                       |
| TGS <sup>5</sup>   | Dual network multi-functional tough gel sheath combined with commercial surgical suture                                                                                                                | Diameter= 300-340 μm, 2%deformation =3 Gpa    | Yes. Load small molecule drugs, and regulate drug release by changing drug concentration or thickness of hydrogel sheath                                                                             | Yes. PH sensing beads are loaded into TGS to convert pH signals into color changes visible to the naked eye                                                                                                        | Tendon, Skin                   | NIR fluorescence imaging for precise positioning and visualization of suture         |
| BHF <sup>6</sup>   | Bacterial cellulose hydrogel based on three-dimensional cellulose nanofiber network                                                                                                                    | Diameter=500 μm, UTS =90 Mpa                  | No                                                                                                                                                                                                   | No                                                                                                                                                                                                                 | Skin                           | No                                                                                   |
| DTMS               | Polyvinyl alcohol hydrogel with conductive polypyrrole (Ppy) and microchannel structure                                                                                                                | Diameter=80-400 μm, UTS= 2000 Mpa             | Yes. Multiple times and on-demand drug supply through micro-channel                                                                                                                                  | Yes. Through the conductivity of polypyrrole (Ppy) and Bluetooth transmission, the monitoring of various physiological signals is realized                                                                         | Muscle, skin and other tissues | Extract tissue fluid around deep wounds;                                             |

Table S2. A summary and comparison of sutures' designs

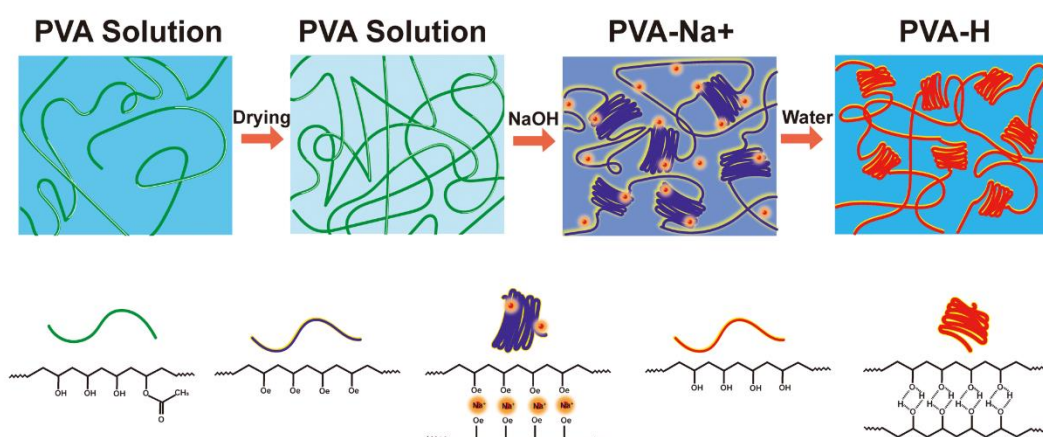

**Figure S1. Schematic diagram of PVA preparation and crosslinking: PVA Na<sup>+</sup>: PVA soaked in NaOH solution; PVA-H: crosslinked PVA hydrogel.**

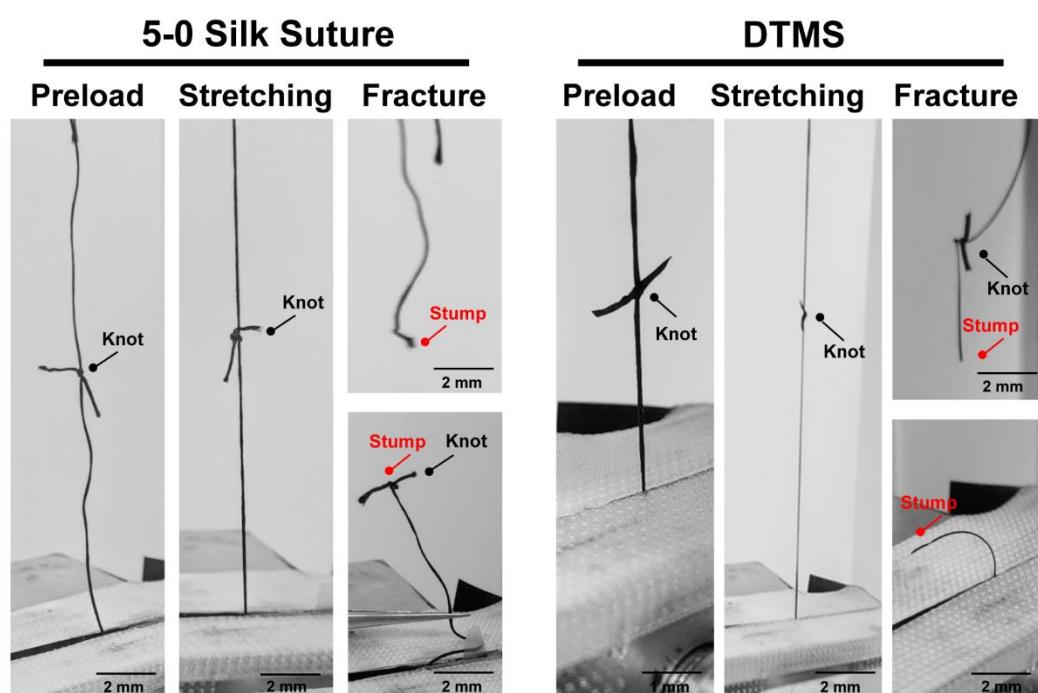

**Figure S2. DTMS hydrogel suture and silk suture's knotting test.** DTMS (Outer diameter: 200  $\mu\text{m}$ . Inner diameter: 80  $\mu\text{m}$ , length: 5cm.) and 5-0 silk suture (Diameter: 200  $\mu\text{m}$ ). After tying a square knot at both ends of the same suture, used a tensile machine to stretch until the suture breaks. The DTMS hydrogel suture line avoids excessive stress on the knot and breaks, due to uniform conductive stress; The stress of the silk suture causes the break at the knot.

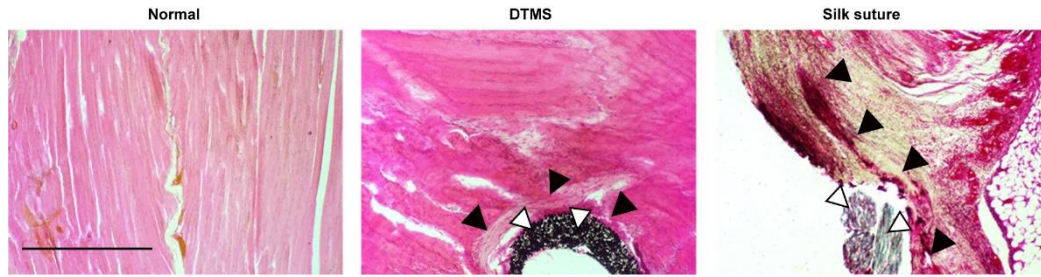

**Figure S3. Suture tissue damage test.** The DTMS and 5-0 silk suture were respectively threaded through the rat's back tissue and surgically knotted. After 7 days, the tissue was fixed and stained with HE. White arrows indicate DTMS and silk thread respectively. Black arrows indicate areas of tissue damage, inflammation, and necrosis. Bar = 200 $\mu$ m.

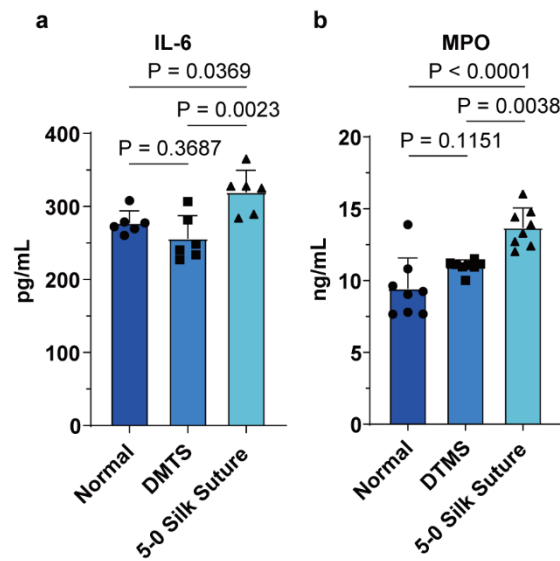

**Figure S4. Suture tissue damage test.** The DTMS and 5-0 silk suture were respectively threaded through the rat's back tissue and surgically knotted. After 7 days, the tissue homogenate was extracted and used for ELISA detection. a. IL-6, One-way ANOVA with multiple comparison tests. All values are presented as mean  $\pm$  SD. N=6 biologically independent replicates. b. MPO, One-way ANOVA with multiple comparison tests. All values are presented as mean  $\pm$  SD. N=8 biologically independent replicates.

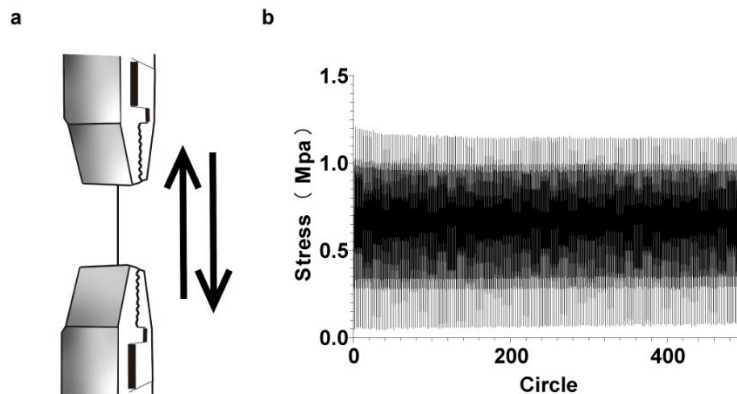

**Figure S5. DTMS hydrogel suture cycles:** a DTMS motion pattern for cyclic stretching. b DTMS cyclic tensile curve. DTMS (Outer diameter: 200 $\mu$ m, inner diameter: 80 $\mu$ m, length: 5cm), tensile

61 strain: 5%, 0.5Hz, cycle times: 500.

62

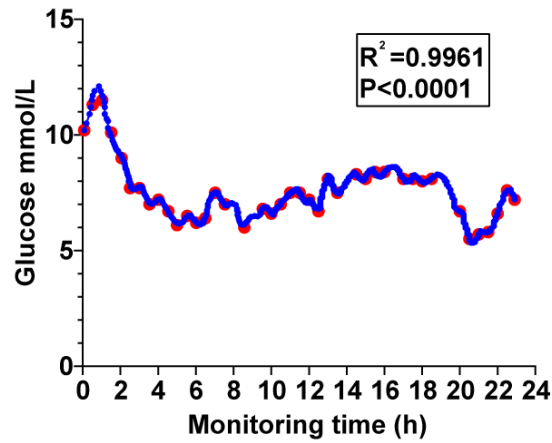

63

64 **Figure S6.** Glucose levels in interstitial fluid extracted by DTMS. Blue dots represent the 24-hour  
65 interstitial fluid concentration in deep tissues collected by DTMS, and red represent the peripheral  
66 blood glucose concentration collected by blood-glucose meter.

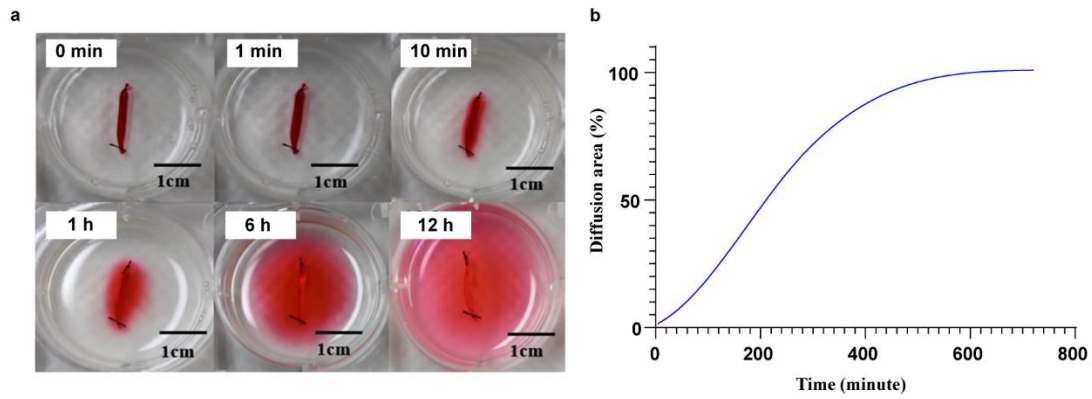

67

68 **Figure S7. DTMS's small molecule diffusion test:** a DTMS (Outer diameter: 1mm, inner diameter:  
69 800 $\mu$ m, length 1cm) was prefilled with red dye and placed in 20% gelatin at room temperature. **b**  
70 The diffusion area of small molecule dye. Bar=1cm.

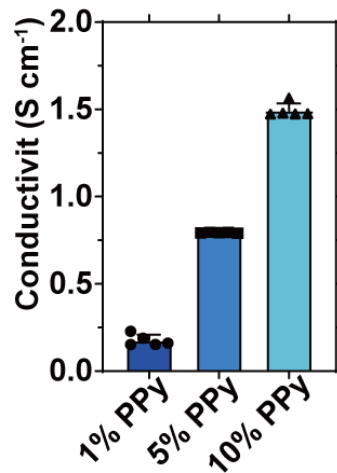

71

72 **Figure S8.** Conductivity of DTMS: DTMS containing 1%, 5%, 10% PPY. All values are presented as  
73 mean  $\pm$  SD, n=5 independent replicates.

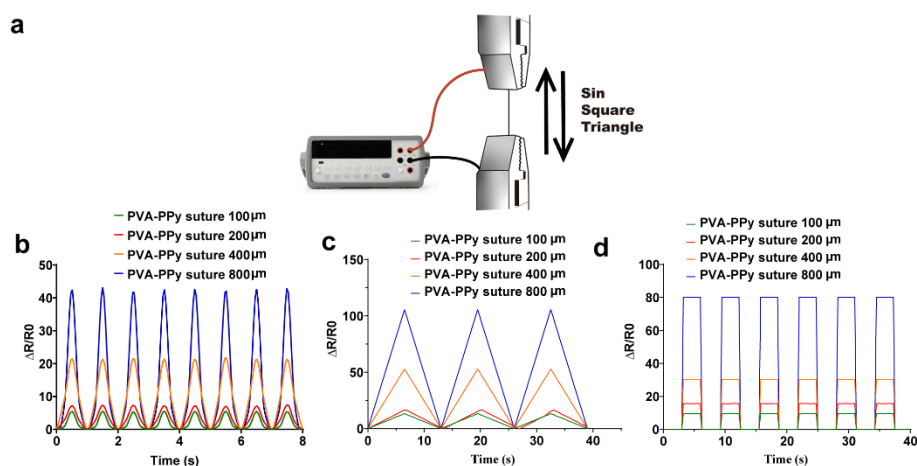

**Figure S9. Resistance change of DTMS with different diameters under stretching:** **a** DTMS motion pattern for cyclic stretching. **b** Sin. **c** Square. **d** Triangle. DTMS (Green, outer diameter: 100μm, Inner diameter: 80μm), DTMS (Red, outer diameter: 200μm, inner diameter: 100μm), DTMS (Orange, outer diameter: 400μm, inner diameter: 200μm), DTMS (Blue, outer diameter: 800μm, inner diameter: 400μm), All sutures were 1cm long, strain from 0%-150%.

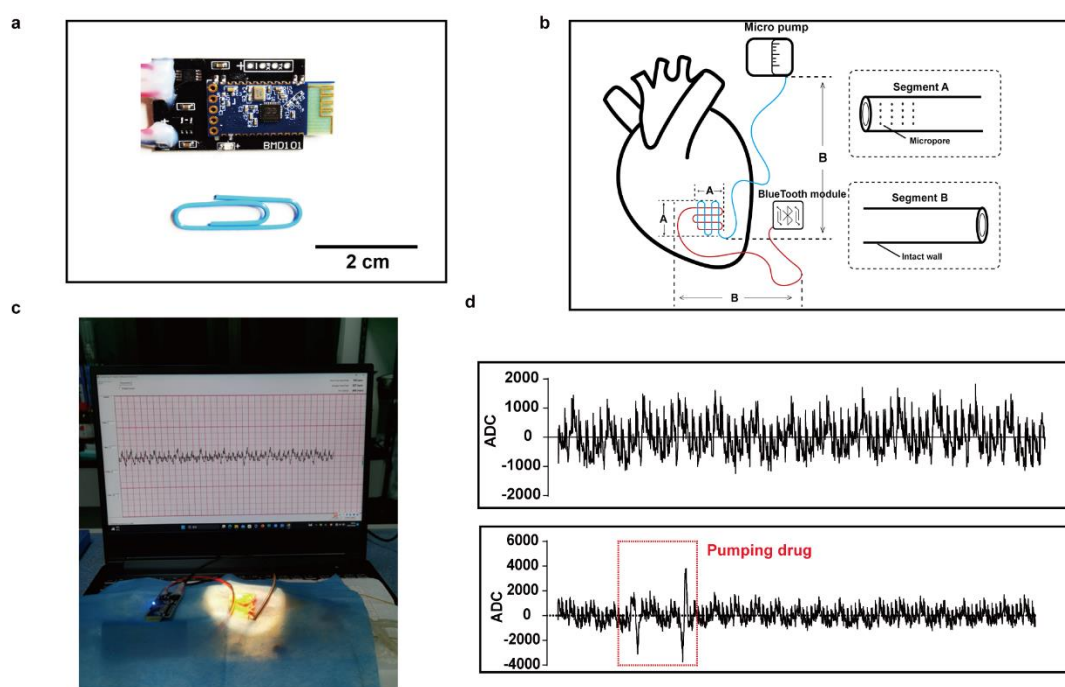

**Figure S10. a** The BMD101 Bluetooth module. **b** Schematic diagram of DTMS perfusion and sensing functions. **c** ECG signal measured by BMD101 chip while rat heart beating. **d.** ECG signal measured by BMD101 chip while rat heart beating. The red box represents the process of injecting drugs. In a very short time, the internal electrical signal was slightly disturbed, and then returned to normal.

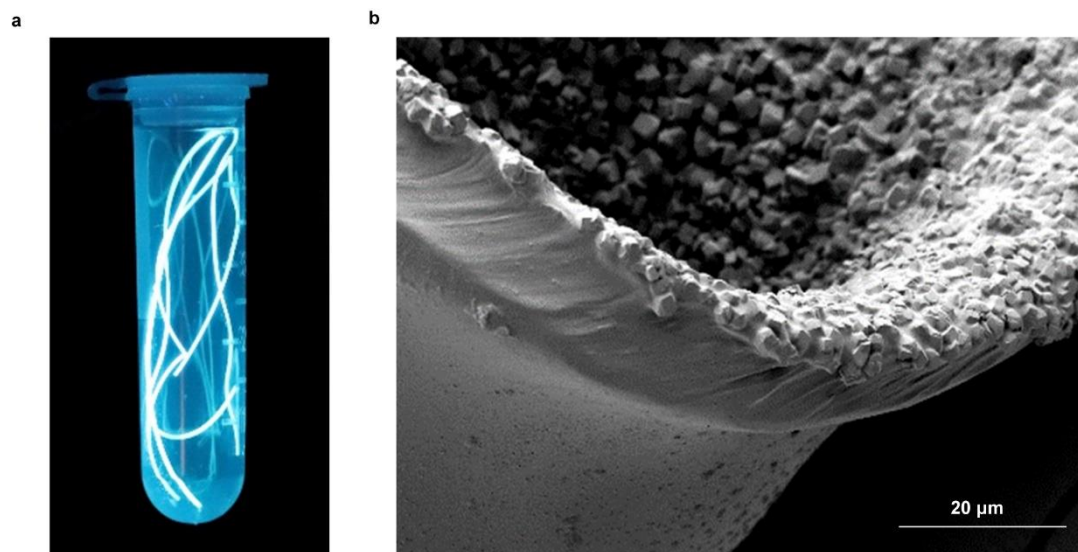

**Figure S11. Electroluminescent DTMS characterization.** **a** The DTMS contain 10% ZnS:Cu emits bright fluorescence under UV irradiation at 405nm wavelength. **b** Scanning electron microscope images of the cross-section of ZnS:Cu DTMS ; Bar=20μm.

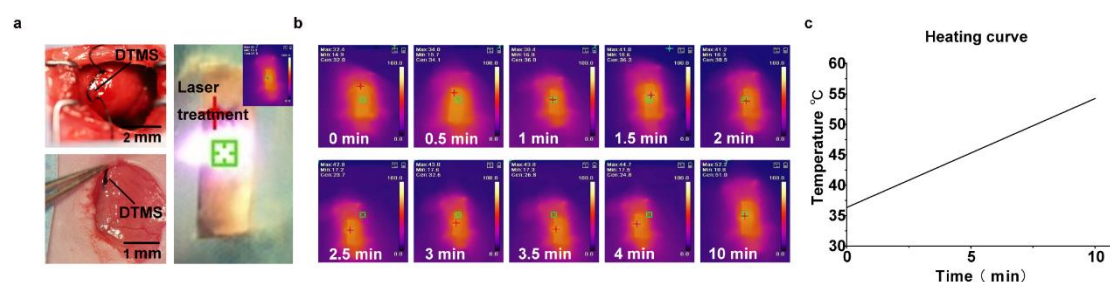

**Figure S12. a** NIR photothermal experiment of DTMS and PRIS in vitro. **b, c.** Heating curve of DTMS in vitro. The DTMS under skin was irradiated with 3w 808nm near-infrared laser at a distance of 25cm for 10min.

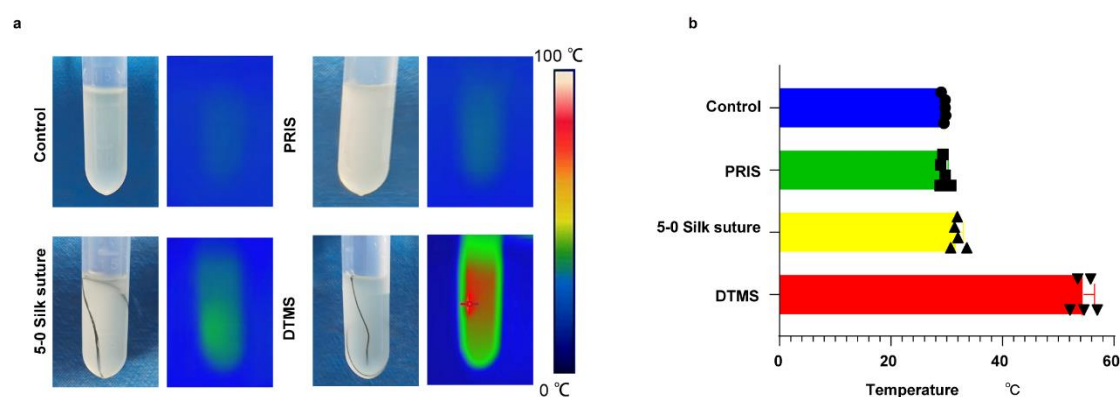

**Figure S13. Photothermal effect of suture in *Staphylococcus aureus* solution:** **a** *Staphylococcus aureus* expands one day in advance, 5-0 silk suture (Diameter: 200μm), DTMS suture (Outer diameter: 200μm, inner diameter: 80μm), PRIS (Outer diameter 200μm, inner diameter: 80μm), all suture lengths were 4cm; The thermal infrared signal was collected after 15 min of irradiation with

an 808nm NIR laser (Distance: 15cm, power: 3W). **b** The temperature of each group was counted. All values are presented as mean  $\pm$  SD, n=5 independent replicates.

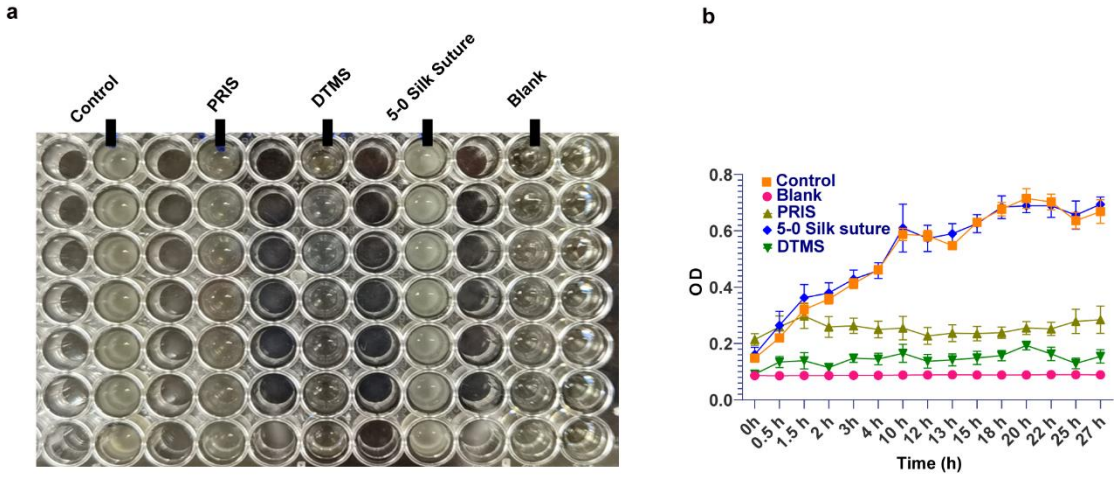

**Figure S14. Photothermal bacteriostatic ability of sutures in *Staphylococcus aureus* solution.** **a**After near-infrared laser irradiation, each group of *Staphylococcus aureus* solution was further cultured. **b** Over 24 hours of quantitative statistics of the absorbance at 600nm wavelength. All values are presented as mean  $\pm$  SD, n=7 independent replicates.

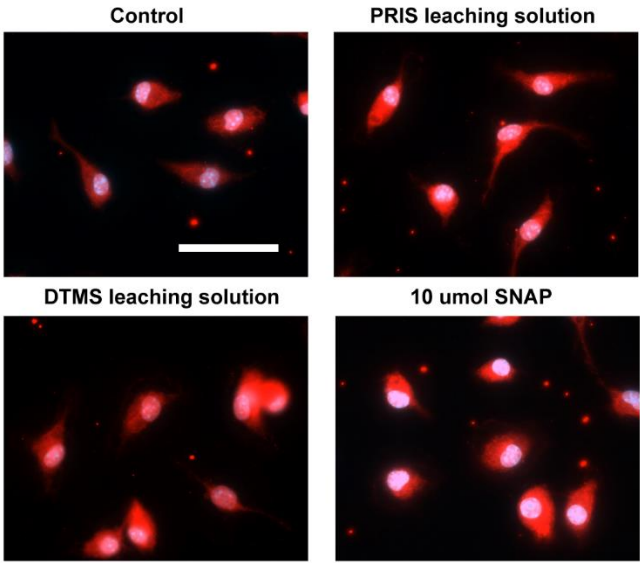

**Figure S15. Rat BMSC cytoskeleton staining:** Red: F-actin, blue: DAPI; BMSCs were treated with PVA and DTMS extracts and 10  $\mu$ M snap for 48h. Bar=30 $\mu$ m.

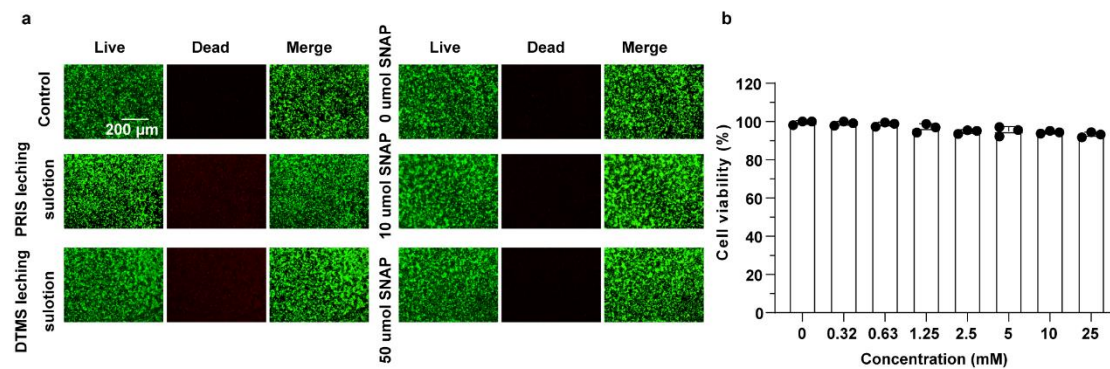

**Figure S16. a** HUVEC live and dead cell staining; All groups were treated for 48h and stained with Calcein and PI. **b** MTT colorimetry of the viability of HUVEC cells, all group was treated with gradient concentration of SNAP for 48h. All values are presented as mean  $\pm$  SD, n=3 cell independent replicates.

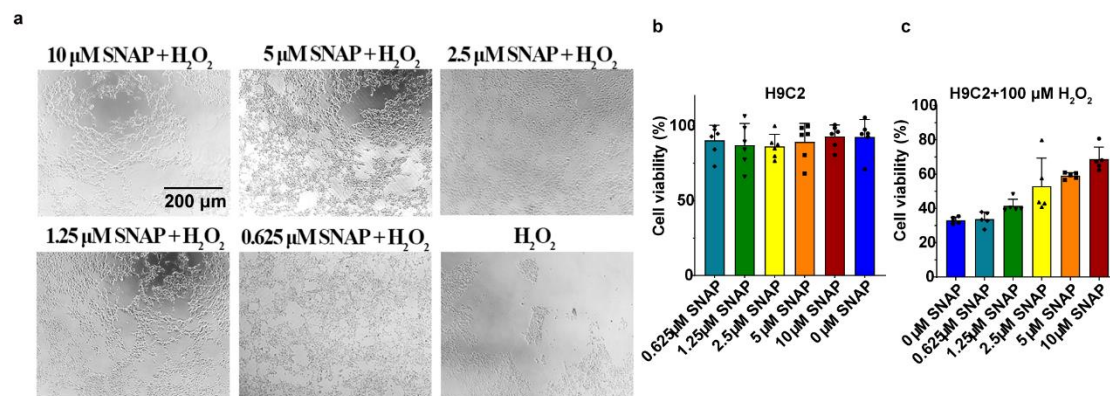

**Figure S17: SNAP treated H9C2 cells with 100μM H<sub>2</sub>O<sub>2</sub> for 24h. a** SNAP and H<sub>2</sub>O<sub>2</sub> co-incubate with H9C2. **b** MTT colorimetry of cytotoxicity of SNAP. All values are presented as mean  $\pm$  SD, n=6 cell independent replicates. **c** MTT colorimetry of cytotoxicity SNAP + H<sub>2</sub>O<sub>2</sub>. All values are presented as mean  $\pm$  SD, n=5 cell independent replicates.

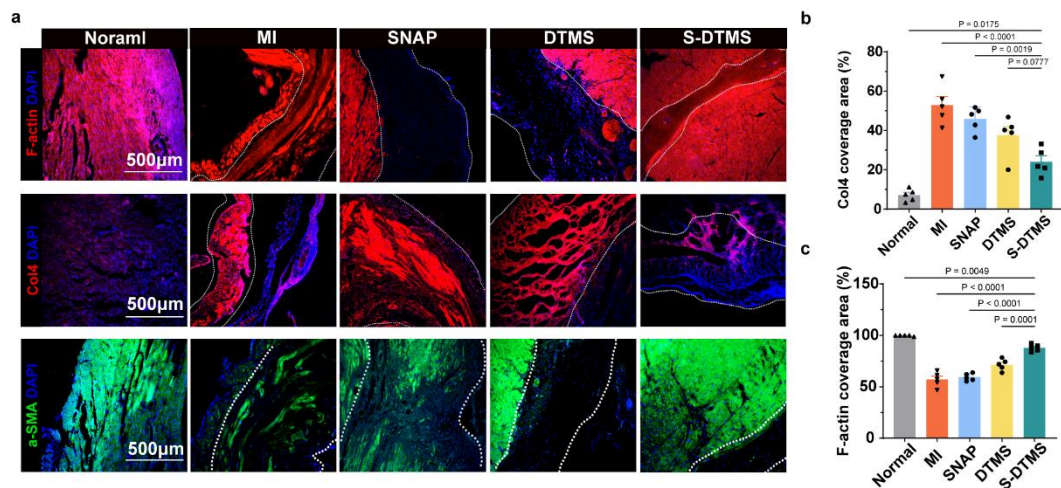

**Figure S20. Immunofluorescence staining of myocardial tissue after 1 month treatment: a** From top to bottom, F-actin (Red); Col4 (Red);  $\alpha$ -SMA (Green), DAPI (Blue). **b, c** Statistics of F-actin and Col4 positive coverage area based on immunostaining images. One-way ANOVA with multiple comparison tests. All values are presented as mean  $\pm$  SD, n=5 biologically independent replicates.

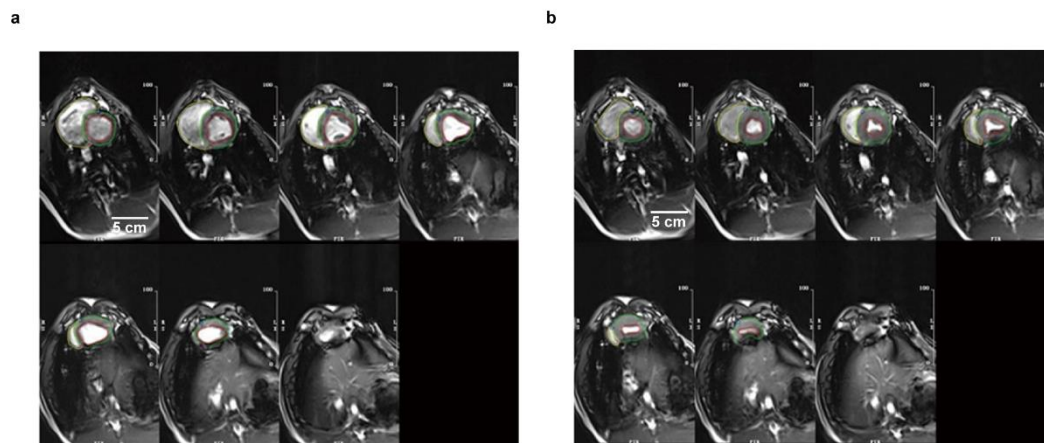

**Figure S21: Normal group cMRI based on tissue feature tracking of cine sequence (a: diastole, b: systole)**

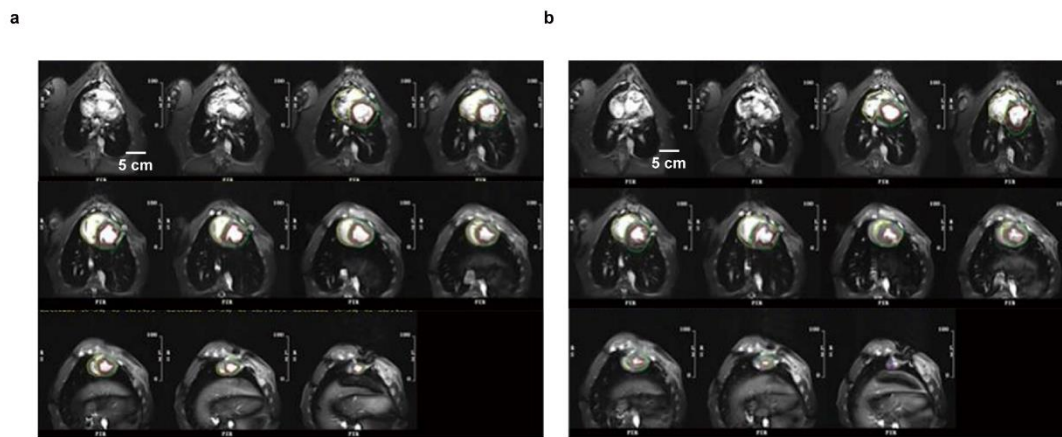

**Figure S22: CMRI of MI group based on tissue feature tracking of cine sequence (a: diastole, b: systole)**

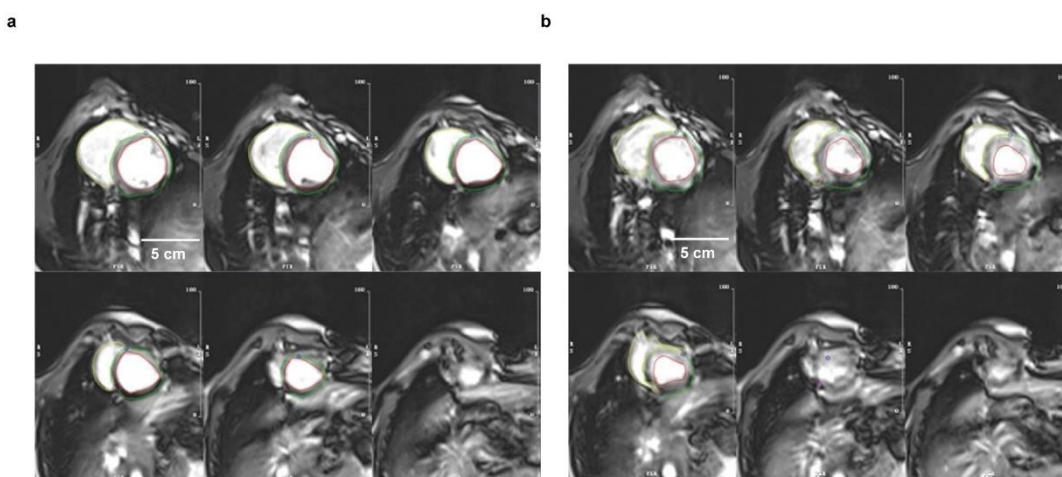

**Figure S23: CMRI of SNAP group based on the tracking of tissue characteristics of film sequences (a: diastole, b: systole).**

## References:

- <sup>1</sup> YeontaekLee *et al.*, A multifunctional electronic suture for continuous strain monitoring and on-demand drug release. *NANOSCALE* **13**.
- <sup>2</sup> Ghosh, D. *et al.*, Light-Activated Tissue-Integrating Sutures as Surgical Nanodevices. *ADV HEALTHC MATER* **8** 1900084 (2019).
- <sup>3</sup> Kalidasan, V. *et al.*, Wirelessly operated bioelectronic sutures for the monitoring of deep surgical wounds. *NAT BIOMED ENG* **5** 1217 (2021).
- <sup>4</sup> Liu, M. *et al.*, Biomimicking Antibacterial Opto - Electro Sensing Sutures Made of Regenerated

161 Silk Proteins. *ADV MATER* (2020).  
162 <sup>5</sup> Ma, Z. *et al.*, Bioinspired tough gel sheath for robust and versatile surface functionalization. *SCI*  
163 *ADV* **7** (2021).  
164 <sup>6</sup> Guan, Q. *et al.*, Bio-Inspired Lotus-Fiber-like Spiral Hydrogel Bacterial Cellulose Fibers. *NANO*  
165 *LETT* **21** 952 (2021).  
166

# Supplementary material for: Two way workable microchanneled hydrogel suture to diagnose, treat and monitor the infarcted heart
**Source:** Nat Commun. 2024 Jan 29;15:864. doi: 10.1038/s41467-024-45144-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

#### **Supplementary Movies :**

**Supplementary Movie 1 :** DTMS manufacture. The aluminum wire with a diameter of 100  $\mu\text{m}$  passes through a container filled with PVA-ppy solution, passed through motor rollers, dehydrated and collected on a hub.

**Supplementary Movie 2:** DTMS and PRIS's perfusion. DTMS (OD=200  $\mu\text{m}$ , ID=100  $\mu\text{m}$ ) attached with a 34 G syringe and perfused the FITC solution, and the green, fluorescent solution passes through the DTMS.

**Supplementary Movie 3:** Force-induced luminescence of microchannel hydrogel. Microchannel hydrogel doped with 10% Cu:ZnS emits green light under cyclic stretching with frequency of 0.5, 1, 5, 10Hz.

**Supplementary Movie 4:** DTMS for rats' ECG signals transduction. DTMS was used for perception-treatment-monitoring after myocardial infarction in SD rats and demonstrated ECG on wireless devices.

**Supplementary Movie 5:** DTMS for diagnosis-treatment-feedback monitoring of MI in mini pigs.

# Supplementary material for: Two way workable microchanneled hydrogel suture to diagnose, treat and monitor the infarcted heart
**Source:** Nat Commun. 2024 Jan 29;15:864. doi: 10.1038/s41467-024-45144-y
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Sequencing data was collected by Illumina NovaSeq 6000 (Berry Genomics Corporation, Beijing, China),cvi42 software (Circle Cardiovascular Imaging Inc., Calgary, Alberta, Canada),ThingGear software, RM6240E-V2.5, Trans-PET BioCaliburn 700 system |
| Data analysis   | GraphPad Prism9, 3DOSEM                                                                                                                                                                                                                              |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA seq data from the present study are deposited in the National Center for Biotechnology information's Gene Expression Omnibus (accession number: GSE252825 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE252825>)). All other study data are included in the article and/or Supplementary information. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size No statistical methods were used to predetermine the sample size. Sample sizes were chosen based on standard practice.

Data exclusions No data were excluded.

Replication All the reported experiments were reproducible. Data reproducibility was confirmed by independent experiments. All figure legends included repeat times.

Randomization All animal- and cell-based samples in each of the group were included and no method of randomization was applied. As the results are qualitative, the randomization was not relevant in this study.

Blinding Blinding is not relevant to our study

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used Anti-CD31 Rabbit antibody [EPR17260-263] (Abcam, ab222783), 1 500  
Anti- $\alpha$ -SMA/ACTA2 mouse Antibody (Boster, Clone#1A4, BM0002), 1 300  
Anti-CD86 Rabbit antibody [EPR21962] (Abcam, ab239075), 1 300

Anti-CD163 Rabbit antibody[EPR19518] (Abcam ab182422),1 300  
 Anti-Collagen I Rabbit antibody[EPR7785]? (Abcam,ab138492),1?500  
 Anti-Collagen III mouse antibody[FH-7A](Abcam, ab184993 ,1 500  
 Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 Invitrogen A-11001 ,1 800  
 Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 568 Invitrogen A-11004 ,1 800

## Validation

All antibodies are commercially available. Specific validation information and usage information can be found on their respective websites:  
 Anti-CD31 Rabbit antibody [EPR17260-263] (Abcam, ab222783) ,<https://www.abcam.cn/products/primary-antibodies/cd31-antibody-epr17260-263-ab222783.html>  
 Anti-a-SMA/ACTA2 mouse Antibody (Boster, [https://www.boster.com.cn/index/products/productsDetail?goods\\_sn=BM0002, BM0002](https://www.boster.com.cn/index/products/productsDetail?goods_sn=BM0002, BM0002)),  
 Anti-CD86 Rabbit antibody [EPR21962] (Abcam, ab239075),<https://www.abcam.cn/products/primary-antibodies/cd86-antibody-epr21962-ab239075.html>  
 Anti-CD163 Rabbit antibody[EPR19518] (Abcam ab182422),<https://www.abcam.cn/products/primary-antibodies/cd163-antibody-epr19518-ab182422.html>  
 Anti-Collagen I Rabbit antibody[EPR7785]? (Abcam,ab138492),<https://www.abcam.cn/products/primary-antibodies/collagen-i-antibody-epr7785-ab138492.html>  
 Anti-Collagen III Rabbit antibody[EPR17673](Abcam, ab184993) , <https://www.abcam.cn/products/primary-antibodies/collagen-iii-antibody-epr17673-ab184993.html>  
 Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 Invitrogen A-11001 ,<https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11001>  
 Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 568 Invitrogen A-11011 ,<https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11011>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                         |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | All cell lines purchased from ATCC: H9c2(2-1) (ATCC CRL-1446), HUVEC (ATCC PCS-100-010) |
| Authentication                                                       | No authentication for cell lines was performed.                                         |
| Mycoplasma contamination                                             | All cell lines tested negative for mycoplasma contamination.                            |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None of these cell lines were used in this study.                                       |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | SD Rat male, 7-8 weeks, 230-250g, MiniPig (male, 1 year old), The experimental rat were bred in house in SPF condition. Control rat were littermates housed with age and sex matched for each distinct rat strain. Rats were housed in cages with five rats per cage and kept on in a regular 12h light/12h dark cycle (lights on at 7:00 am). The temperature was 24±2 degree Celsius and humidity was 40-70%.                           |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                   |
| Reporting on sex        | All the laboratory animals are male.                                                                                                                                                                                                                                                                                                                                                                                                      |
| Field-collected samples | No field-collected samples were employed in this study.                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | Animals were purchased from the experimental animal center of the Third Military Medical University (license No. scxk (Yu) 2017-0002), all animal experiments were approved by the animal ethics committee of the Third Military Medical University (approval No. SYXK(Yu) 20170002 approval time: 2020.4.20). All experimental operations were performed in accordance with the guidelines for humane treatment of experimental animals. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

---

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

How the deposited data were processed for this re-analysis (not part of the article)

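RNA of left ventricular wall was measured in 5 groups of rats (Normal, MI, SNAP, DTMS and S-DTMS) with 1 library per group. Libraries were assigned to groups by the sample labels, whose descriptions match the column names of the expression table, and no column belonged to another sample. Labels and paper give the same groups but different sampling times, 1 month and day 7.

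The authors sequenced the libraries on an Illumina NovaSeq instrument and deposited the expression values as FPKM, normalized for gene length and library total. The paper's text does not name the aligner, the counter, the genome build or the annotation. According to the methods, the authors called differentially expressed genes with edgeR and enriched pathways with clusterProfiler. Neither step was repeated, since both need replicates or gene names.

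From the FPKM values, the fragments behind them were worked out in 3 steps. The commonest ratio between the low values of a pair of libraries gave their relative depth. The smallest whole numbers in the ratio of a gene's 5 values gave the value of 1 fragment. The library totals were those for which gene lengths became whole, which held for 98.8% of 6010 genes, and the totals lay within 5.9e-05 of whole numbers. All 20304 genes above 0 in any library received whole fragments, and 342 genes were listed at 0 throughout. Tested on simulated data, all 5 totals were recovered exactly, and the fragments of 98.4% of 13115 simulated genes passing the filter were recovered in every library. A gene whose fragments share a common divisor can be given too few fragments and too short a length. These fragments were used for depth, counting error, gene length and the shares of abundant genes. They also served to choose the most abundant genes, as printed values of named genes, and for the minimum of 20 fragments in an alternative. Intervals and simulations based on the fragments cover counting error, not the variation between rats.

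Changes were taken as differences of log2(FPKM + 1) between 2 libraries, over the 13769 genes with an FPKM of at least 1 in at least 1 library, and genes with a change of at least 1 in either direction were counted. On simulated data, 200 of 200 genes changed by 2 on the log2 scale were called in their direction, and 104 of 13569 other genes passed from counting error. The changed genes were picked among well-expressed genes, and their change was well beyond the limit of 1. This simulation thus does not cover low genes or changes near the limit. Counting error was simulated with 100 Poisson draws per comparison at a shared rate per gene. Overlaps against the shared MI library were set beside 100 draws in which the deviations of each library from the gene means were permuted among genes in 20 expression bins. Correlations are Spearman's rho across genes, which are not independent replicates. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 were used.

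The 5 comparisons, the limit, the filter and 6 alternatives were chosen before the data were examined. The alternatives were a pseudocount of 0.1, no filter, an FPKM of at least 5, scaling by the median of ratios, rescaling to TPM (each library brought to the same sum), and a log2 change of at least 2. Added after seeing the data were a minimum of 20 fragments in the 2 libraries together, changes relative to the median change of all genes, and library totals without the 10 most abundant genes, at an unchanged mean level over the 5 libraries. The overlaps, the correlations and the counts over all 10 pairs of libraries were also added then.

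Gene lists for the functions named in the paper, marker genes of cell types and sex-linked genes had been written down before the data were examined, with random lists as their reference. They were not analysed here, because none of the Ensembl identifiers could be paired with a name through the reference table used here, and names were not guessed. The same holds for the genes named in Fig. 5a and for a check of the labels by sex-linked genes. Of the genes with the largest changes, named by the rule of an FPKM of at least 10 in at least 1 of the 2 libraries, the identifiers of 2 that rose and 2 that fell from MI to S-DTMS are printed. GC content was not analysed here.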

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

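Each count of changed genes was recomputed under the 6 alternatives chosen before the data were examined and the 3 added after. Of the 45 values, 32 stayed within 1.5 times the reported count. With a pseudocount of 0.1, the counts rose to 3035 genes for S-DTMS against MI, 1306 for DTMS against MI, 1749 for SNAP against MI, 3021 for S-DTMS against DTMS and 1622 for MI against Normal, since a smaller pseudocount damps the changes of low genes less. At a log2 change of at least 2, they fell to 306, 63, 95, 273 and 117 genes in the same order, as a stricter limit must give. With an FPKM of at least 5, DTMS against MI fell to 354 genes, SNAP against MI to 571 and MI against Normal to 632, with fewer genes entering. Removing the filter changed no count of genes, because a gene with an FPKM under 1 in both libraries cannot reach a log2 change of 1 on this scale. This setting tests nothing here, though its values are among the 32.

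The direction of the changed genes depended on the scaling. Both scaling by the median of ratios and taking changes relative to the median bring the middle of the distribution near 0 by construction. In S-DTMS against MI, 60.6% of the changed genes were higher as deposited, 46.7% after scaling by the median of ratios and 44.7% relative to the median change. In S-DTMS against DTMS, the shares were 67.3%, 44.7% and 41.3%. In SNAP against MI, they were 36.6%, 49.5% and 50.4%, and in MI against Normal 31.8%, 42.0% and 43.8%. In DTMS against MI, lower genes were in the majority under all 9 alternatives, with 38.2% higher after scaling by the median of ratios. Rescaling to TPM brings every library to the same sum and did not remove the shift, with 69.3% higher in S-DTMS against MI and 74.2% in S-DTMS against DTMS. With the 10 most abundant genes left out of the library totals, 50.0% were higher in S-DTMS against MI and 53.7% in S-DTMS against DTMS.

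Of the 27 values for overlaps, 17 stayed within 1.5 times, among them those without the filter, which cannot differ. The genes higher than in MI in both SNAP and S-DTMS numbered 341 with a pseudocount of 0.1 and 24 at a log2 change of at least 2. Those higher in both DTMS and S-DTMS numbered 222 with the pseudocount, 9 at the stricter limit, 46 with an FPKM of at least 5, 127 as TPM and 43 with at least 20 fragments. TPM values are larger than FPKM values, so that the pseudocount weighs less on them. Those lower in all 3 treated groups numbered 330 with the pseudocount, 14 at the stricter limit and 90 with an FPKM of at least 5. The draws for the shared MI library were made for FPKM as deposited and for the median of ratios only.

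The correlation of MI against Normal with DTMS against SNAP was 0.019. It became -0.012 without a filter and 0.036 with an FPKM of at least 5, all near 0. The cause was not tested. The other 4 correlations kept their sign under each of the 6 alternatives tried, but the small ones moved. SNAP against MI with S-DTMS against DTMS went from 0.12 to 0.050 without a filter. DTMS against MI with S-DTMS against SNAP went from -0.030 to -0.052 without a filter, -0.076 with an FPKM of at least 5 and -0.049 after scaling by the median of ratios. The cause was not tested.

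The depth, nearly equal between libraries, did not limit the comparison of abundant genes, but 5% of the genes passing the filter had 6.8 or fewer fragments on average. No paired analysis was possible because each group has 1 library. The planned medians of gene lists, with their alternatives, were not run for want of gene names.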

Other observations

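The tests of explanations in this part were chosen after the results were seen. Each group has 1 library, so the S-DTMS library and the S-DTMS treatment cannot be separated by the design.

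The S-DTMS library stood apart. It differed from the other 4 libraries at 1448 to 2000 genes by a log2 change of at least 1, while the 6 pairs among Normal, MI, SNAP and DTMS differed at 555 to 1224 genes. S-DTMS differed from the uninjured Normal library at 1448 genes, more than the 958 at which MI did. The order held under all 9 alternatives, most narrowly with a pseudocount of 0.1, where the lowest count with S-DTMS was 2289 and the highest without it 2197. Depth is excluded as the cause, since the S-DTMS total was 0.995 times that of Normal and within the range of the others. The weight of a few abundant genes in the FPKM scale is excluded as the whole cause, since after scaling by the median of ratios the lowest count with S-DTMS was 1356 and the highest without it 983. A trend with gene length is excluded in the same way, since with the median change of each of 20 length bins removed the counts were 1440 and 951. The treatment, another rat, another place of sampling in the ventricular wall, another make-up of the tissue and RNA quality apart from its length trend stay open and were not tested.

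By contrast, the excess of higher over lower genes in S-DTMS against MI and against DTMS may come at least in part from the scale. Against SNAP, S-DTMS was also higher at 1374 genes and lower at 460 as deposited, and at 690 and 832 after scaling by the median of ratios. Against Normal there was no such excess as deposited, with 638 genes higher and 810 lower in S-DTMS. The 10 most abundant genes of each library held 13.6% of the fragments of S-DTMS and 17.1% of those of Normal. In MI, SNAP and DTMS they held 21.6% to 23.4%, which leaves a larger share to all other genes in S-DTMS. The lower share in S-DTMS than in Normal did not by itself bring an excess of higher genes. Leaving the 10 genes of highest mean fragments out of the library totals, which does not centre the changes, lowered the share of higher genes from 60.6% to 50.0% against MI and from 67.3% to 53.7% against DTMS. This step multiplies all values of a library by a single factor, so a fall had to follow from the lower share of abundant genes in S-DTMS. It shows how large the effect on the scale was and is not separate evidence for the cause. Against DTMS an excess was left, with a 95% Wilson interval from 51.3% to 56.0% that covers the counting of genes only. With the 100 most abundant genes left out, the shares were 42.5% and 46.3%. Rescaling to TPM, in which the abundant genes stay part of the sum, raised the shares to 69.3% and 74.2%. Whether the lower share of the abundant genes itself came from the treatment, the tissue or the library was not tested.

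Changes in S-DTMS ran opposite to those of infarction. To avoid the chance values of a shared library, MI against Normal was set beside comparisons made of other libraries. Spearman's rho across 13769 genes, which are not independent replicates, was -0.30 with S-DTMS against DTMS and -0.31 with S-DTMS against SNAP, but 0.019 with DTMS against SNAP, in which S-DTMS takes no part. These were 3 of 5 relations computed. Relative to the median change, 377 genes were higher in MI than in Normal, and of these 112 were lower and 33 higher in S-DTMS than in DTMS. Of the 484 genes lower in MI, 133 were higher and 53 lower in S-DTMS than in DTMS. A trend with gene length is excluded as the whole cause, since rho was -0.30 with that trend removed. A partial return of S-DTMS towards Normal is one hypothesis, and a tissue piece that held less of the infarct is another. Both predict this pattern. Neither alone predicts that S-DTMS differed from Normal at more genes than MI did. The numbers were 1448 and 958, or 1356 and 851 after scaling by the median of ratios. These hypotheses cannot be told apart, because marker genes could not be looked up without names. The 0.019 for DTMS against SNAP cannot decide, since a change that DTMS and SNAP share cancels between them.

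The order of the libraries depended on the scale. On FPKM as deposited, Normal, MI and S-DTMS were the 3 highest of the 5 libraries at 29.2% of 13564 genes, the most frequent of the 10 possible sets, and MI, SNAP and DTMS at 7.21%. After scaling by the median of ratios, MI, SNAP and DTMS were the most frequent set, at 17.5%, and Normal, MI and S-DTMS were at 11.8%. Each set would have 10% if the order were random. Among the 100 genes with the highest mean FPKM, MI, SNAP and DTMS were the most frequent set on both scales, at 35 genes as deposited and 48 after scaling, and Normal, MI and S-DTMS were the next, at 28 and 20 genes.

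MI, SNAP, DTMS and S-DTMS can be arranged 2 by 2 by SNAP and suture, but the route and the control differed. By the methods, SNAP was injected into the infarcted area in the SNAP group and given through the reservoir in S-DTMS. The suture without SNAP came with saline through the reservoir, while MI had no intervention. SNAP against MI thus also includes the injection. The change with SNAP in hearts without the suture (SNAP against MI) and with it (S-DTMS against DTMS) had a rho of 0.12 across genes, or 0.050 without a filter on low values, and of the genes changed in both, relative to the median change, 186 moved in the same direction and 67 in opposite directions. For the suture without SNAP (DTMS against MI) and with it (S-DTMS against SNAP), rho was -0.030, and -0.076 among genes with an FPKM of at least 5. With an FPKM of at least 1, 75 genes moved in the same direction and 69 in opposite directions. The difference between these relations was not tested.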
